# Comparison of the transcriptomic "stress response" evoked by antimycin A and oxygen deprivation in *saccharomyces cerevisiae*

**DOI:** 10.1186/1471-2164-9-627

**Published:** 2008-12-23

**Authors:** Liang-Chuan Lai, Matthew T Kissinger, Patricia V Burke, Kurt E Kwast

## Abstract

**Background:**

Acute changes in environmental parameters (e.g., O_2_, pH, UV, osmolarity, nutrients, etc.) evoke a common transcriptomic response in yeast referred to as the "environmental stress response" (ESR) or "common environmental response" (CER). Why such a diverse array of insults should elicit a common transcriptional response remains enigmatic. Previous functional analyses of the networks involved have found that, in addition to up-regulating those for mitigating the specific stressor, the majority appear to be involved in balancing energetic supply and demand and modulating progression through the cell cycle. Here we compared functional and regulatory aspects of the stress responses elicited by the acute inhibition of respiration with antimycin A and oxygen deprivation under catabolite non-repressed (galactose) conditions.

**Results:**

Gene network analyses of the transcriptomic responses revealed both treatments result in the transient (10 – 60 min) down-regulation of MBF- and SBF-regulated networks involved in the G1/S transition of the cell cycle as well as Fhl1 and PAC/RRPE-associated networks involved in energetically costly programs of ribosomal biogenesis and protein synthesis. Simultaneously, Msn2/4 networks involved in hexose import/dissimilation, reserve energy regulation, and autophagy were transiently up-regulated. Interestingly, when cells were treated with antimycin A well before experiencing anaerobiosis these networks subsequently failed to respond to oxygen deprivation. These results suggest the transient stress response is elicited by the acute inhibition of respiration and, we postulate, changes in cellular energetics and/or the instantaneous growth rate, not oxygen deprivation *per se*. After a considerable delay (≥ 1 generation) under anoxia, predictable changes in heme-regulated gene networks (e.g., Hap1, Hap2/3/4/5, Mot3, Rox1 and Upc2) were observed both in the presence and absence of antimycin A.

**Conclusion:**

This study not only differentiates between the gene networks that respond to respiratory inhibition and those that respond to oxygen deprivation but suggests the function of the ESR or CER is to balance energetic supply/demand and coordinate growth with the cell cycle, whether in response to perturbations that disrupt catabolic pathways or those that require rapidly up-regulating energetically costly programs for combating specific stressors.

## Background

Previous studies with *Saccharomyces cerevisiae *have found that a common transcriptomic program is initiated in response to a diverse array of environmental challenges. These include temperature shock, osmotic or oxidative stress, low pH, DNA damaging agents, nutrient starvation, a switch to lower quality carbon sources, and oxygen deprivation under catabolite non-repressed conditions [1-6]. This program has been called the "environmental stress response" (ESR) [2] or "common environmental response" (CER) [4], but the factors responsible for initiating the response and the function of its various components remain unclear. Our previous gene network analyses of an ESR/CER-like response elicited by anaerobiosis [5,6] suggest it is involved in rebalancing energy supply and demand in response to an abrupt change in cellular energy status while concomitantly coordinating growth rate and entry into the cell cycle. Although not measured in most studies, acute yet transient changes in the cellular energetics would be expected to occur in response to any perturbations that disrupt catabolic pathways for producing energy (e.g., anaerobiosis, glucose starvation, or a switch to a lower quality energy source) or when survival depends on rapidly up-regulating energetically costly programs for combating specific stressors (e.g., temperature shock, osmotic or oxidative stress, DNA damaging agents, etc.). Thus, a common metabolic consequence that would be predicted to result from any of these environmental challenges is an abrupt, although transitory, decrease in energy that would require compensatory actions for survival.

Further support comes from the fact that the acute withdrawal of oxygen does not elicit such a response under catabolite-repressed conditions (glucose) but does under non-repressed conditions (galactose) [5,6]. A fundamental difference in the metabolism of these sugars that may explain this difference is the fact that oxygen deprivation does not substantially affect the overall yield or rate of ATP formation from glucose dissimilation but does severely limit both during galactose dissimilation. Thus, when cells are grown in glucose the aerobic-to-anaerobic transition proceeds without a change in growth rate [5,6], but in galactose the rapid withdrawal of oxygen results in the abrupt decrease in energy production and slowing of growth to a rate that is nearly half of that supported by mixed respiro-fermentative metabolism [5,6]. Although several recent studies have suggested that the ESR is evoked by growth rate differences [7], if this were true it is difficult to reconcile the fact these networks are not differentially expressed between the much faster respiro-fermentative growth phase in galactose and the slower fermentative growth phase but rather only transiently respond during the change [8,9]. An alternative explanation is that it is the abrupt decrease in cellular energy stores that elicits the ESR/CER under these conditions, not the withdrawal of oxygen. In other words, that it is the abrupt inhibition of oxidative phosphorylation and associated changes in cellular energetics that triggers this ESR/CER-like response, not changes in growth rate *per se*.

Further support comes from functional and gene network analyses of the anaerobic response in galactose [5,6]. Using a novel clustering approach for recovering active gene networks, as well as knockouts of selected transcription factors [5], we revealed the ESR/CER-like response is comprised of the transient up-regulation of Msn2/4-regulated networks involved in both hexose import/dissimilation and reserve energy regulation as well as the transient down-regulation of Fhl1 and PAC/RRPE-associated networks involved in energetically costly programs for ribosomal biogenesis and protein synthesis. In addition, MBF- and SBF-regulated networks involved in the G1/S transition of the cell cycle are also transiently down-regulated, resulting in a delay of its progression as mass (e.g., glycogen and trehalose stores) and energy are assessed before committing to another round of the cycle. Given their function, these results suggest that transient changes in the activity of these gene networks are required for balancing energy supply and demand and coordinating growth with progression through the cell cycle during the abrupt switch to strictly fermentative growth. Additional support comes from a study that found that treatment with the cytochrome *bc*_1 _inhibitor myxothiazol under normoxia in galactose grown cells also elicits a transient response in many of the genes that comprise the ESR/CER [10].

To further investigate the regulatory factors involved and distinguish between networks that respond to oxygen deprivation and those that respond to the abrupt cessation of respiration, we poisoned the respiratory chain with the cytochrome *bc*_1 _inhibitor antimycin A and conducted a temporal analysis of the transcriptomic response over three generations of aerobiosis followed by three generations of anaerobiosis. This treatment served several purposes. First, poisoning respiration under normoxic conditions mimics the loss of respiratory-dependent energy production that occurs during the shift to anaerobiosis, independent of a change in oxygen availability. Given that changes in the activity of more chronically responding gene networks are observed within three generations of anaerobic growth [6], assaying gene expression over this period should allow us to differentiate between networks that respond to the cessation of respiration and any that may respond to the chronic loss of respiratory capacity, independent of a change in oxygen availability. Moreover, by then shifting the respiratory incompetent cells to anaerobiosis and assaying gene expression over three additional generations of growth, we should be able to distinguish between any networks that acutely respond to the loss of oxygen and those that more chronically respond to oxygen-dependent changes in cellular heme concentrations, for example those that are regulated by Hap1, Hap2/3/4/5, Rox1, Upc2 and Mot3 [6]. Overall, we expected and found that the same ESR/CER gene networks respond to poisoning of the respiratory chain under normoxia as to the shift to anoxia in the absence of inhibitor, networks that appear to be involved in balancing energy supply and demand, growth rate, and progression through the cell cycle.

## Results

### Statistical comparisons of the transcriptomic responses

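Transcript levels of the JM43 strain in galactose medium were measured on oligonucleotide arrays, on which Cy3-labelled cDNA of each sample was hybridized together with Cy5-labelled cDNA of a reference RNA. Anaerobiosis and antimycin A treatment in air (1 μM) were each followed on 33 arrays, 3 for the control at 0 generations and 3 for each of 10 later time points from 0.04 to 3 generations. Anaerobiosis in the presence of antimycin A was followed on 30 arrays at the same 10 time points. This last treatment began after 3 generations of antimycin A treatment in air, so the 3 arrays of that time point served as its control. The authors normalized the spot intensities and deposited 1 value per gene and array for 5609 ORFs, of which 5597 carry a gene name in the reference annotation and 12 do not. Neither the scale nor the centring of these values is stated in the labels. Where the reference was a pool of all time points, the mean over time points of 2 raised to the value should be similar for genes that changed strongly and genes that did not. Of 4 such series, base 2 came closest to this in 3, and the natural logarithm came slightly closer in anaerobiosis in glucose. Base 10 was far from it in each. The values were therefore read as log2 ratios of sample over reference, with the direction taken from the dyes. With natural logarithms the changes would be larger by a constant factor and the tests unchanged. The medians of the arrays ranged from 0.01 to 0.07 for anaerobiosis, from −0.04 to 0.04 for antimycin A treatment in air, and from −0.07 to 0.06 for anaerobiosis in the presence of antimycin A. The arrays are thus centred near 0, and whether they were also rescaled is unknown. The reference RNA differed between anaerobiosis and the antimycin A treatments, so only changes from each treatment's own control were compared. Between replicate arrays the median correlation across genes was 0.83, 0.87 and 0.85 for these treatments in that order, and the lowest was 0.457, among the 3 arrays at 3 generations of antimycin A treatment in air, which are also the control of anaerobiosis in the presence of antimycin A. Between any arrays of 1 treatment the lowest correlation was −0.53, in anaerobiosis. At most 73, 177 and 185 genes lacked a value on an array. The number of arrays limits the precision of each value.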

To compare the dynamics of the transcriptomic responses elicited by antimycin A treatment and anaerobiosis [6], we harvested samples after the same number of generations following each treatment as previously we had shown such a growth-rate dependent alignment is superior to time-dependent alignments ([5] see also [7]). Separate ANOVAs were conducted to identify genes whose transcript levels responded significantly (*P *≤ 0.01 after step-down Bonferroni adjustment) to each treatment. 

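For each treatment a linear model with 1 mean per time point was fitted to all its arrays in limma, and each later time point was compared with the control by the moderated statistic. A gene was tested where each of the groups compared had at least 2 values. This covered 5609 genes for anaerobiosis, 5584 for antimycin A treatment in air and 5598 for anaerobiosis in the presence of antimycin A. Holm's step-down adjustment was made over these genes at each time point, and a gene was called at an adjusted p of 0.01 or less. Replicate numbers were not used in this model. The same model was tested on simulated data with 200 genes made to change. It recovered 143 of them (71.5%) for anaerobiosis, 117 (58.5%) for antimycin A treatment in air and 128 (64%) for the remaining treatment, so the power differed among the treatments. Among 20 simulated sets without any change, the most genes called in 1 set were 1, 1 and 2. The simulated noise had a single spread per gene over all time points and was independent between arrays. These sets therefore cannot show how many genes would be called falsely where the spread differs between time points.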

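At one or more time points, 2269 genes were called in anaerobiosis, 1318 in antimycin A treatment in air and 999 in anaerobiosis in the presence of antimycin A. At the first time point of the call 1053, 635 and 552 of these genes were up-regulated. The calls for antimycin A treatment in air included 897 (99.6%) of the 901 genes in the paper's own list for this treatment. The alternative that moved these counts by the largest factor was a fit to only the control and the time point compared, which uses fewer arrays and gave 634, 466 and 159 genes. Adjustment by the method of Benjamini and Hochberg at the same level gave 4067, 3058 and 2655 genes. Without replicate 2 the counts were 1048 for anaerobiosis and 519 for anaerobiosis in the presence of antimycin A, and without replicate 3 the count was 652 for antimycin A treatment in air.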

In total, 1754 genes were found to respond significantly at one or more time points to anaerobiosis, 901 to antimycin A treatment in air, and 669 to anaerobiosis in the presence of antimycin A.

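In anaerobiosis, 115 genes were up-regulated and 85 down-regulated at 0.04 generations. At 0.08 generations 591 genes were up-regulated and 666 down-regulated. The largest number of differentially expressed genes, 1302, was reached at 0.13 generations, with 579 up-regulated and 723 down-regulated. The number then fell to 798 at 0.19 generations and to 459 at 0.25 generations. From there it rose again, to 471, 614, 642 and 687 at 0.38, 0.5, 1 and 2 generations, and it was 690 at 3 generations, with 304 genes up-regulated and 386 down-regulated.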

Figure 1 compares the overall dynamics of each response expressed as the number of genes that were differentially expressed in each sample. Note that black bars indicate genes that responded significantly for the first time and gray those that had already responded at a previous time point yet continued to be differentially expressed with respect to the control. 

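Counted at the time point of their first call, 1085 genes responded newly at 0.08 generations of anaerobiosis, 489 of them up-regulated and 596 down-regulated. A further 307 genes were new at 0.13 generations, 113 at 0.19 generations and 48 at 0.25 generations. The number of new genes then increased to 121 at 0.38 generations, 118 at 0.5 generations, 128 at 1 generation and 111 at 2 generations, and only 38 were new at 3 generations. Newly responding genes were most numerous at 0.08 generations under each alternative that was run for this result.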

From this figure it is clear that the transcriptomic response to anaerobiosis in galactose medium is biphasic (Figure 1A) as was previously observed [6]. 

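Of the genes called in anaerobiosis, 1753 (77.3%) were called at least once within 0.25 generations, and 1151 of these were not called at any later time point. At 3 generations 366 of the 1753 genes (20.9%) were called. With fits to only the control and the time point compared, the number called within 0.25 generations was 410, and with Benjamini-Hochberg adjustment it was 3482. Without replicate 2 it was 741.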

The first phase is comprised of a large set of genes (> 900) that exhibit an acute (0.04 – 0.08 generations) yet transient (< 0.25 generations) response. After a considerable delay (≥ 0.25 generations), a second, smaller set of genes (> 400) is then differentially expressed, most for the duration of anaerobiosis. In comparison, the transcriptomic response to antimycin A treatment in air (Figure 1B) is monophasic and, as anticipated, similar to the dynamics of the acute phase of the anaerobic response. 

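After 0.25 generations of anaerobiosis, 1118 genes were called at one or more time points. Of these, 516 had not been called before, and the other 602 had also been called within 0.25 generations.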

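The number of differentially expressed genes in antimycin A treatment in air rose from 366 at 0.04 generations, with 222 up-regulated and 144 down-regulated, to 750 at 0.08 and 754 at 0.13 generations. It peaked at 879 at 0.19 generations and was 874 at 0.25 generations, with 423 up-regulated and 451 down-regulated. Afterwards it decreased to 406 genes at 0.38 generations and 235 at 0.5 generations, and to 110, 68 and 59 at the last 3 time points. At one or more time points within 0.25 generations 1287 genes (97.6% of those responding) were called, and only 31 genes were first called later. Without replicate 3 the number called within 0.25 generations was 642. At 0.08 generations the log2 changes correlated across genes with those of anaerobiosis at r = 0.823 (Spearman's rho 0.800, 5580 genes). The correlation was 0.777 at 0.13 generations (rho 0.770) and 0.130 at 3 generations (rho 0.218). The correlation at 0.13 generations was 0.739 ± 0.021 (SD, n = 3) for single replicates. Genes are not independent replicates, so no p-value was attached to these correlations.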

Peak numbers of newly responding genes (black bars) appear at 0.08 generations, the same as for the acute anaerobic response (Figure 1A).

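At 0.08 generations of antimycin A treatment in air 441 genes responded newly, of which 148 were up-regulated and 293 down-regulated. The numbers of new genes at 0.13, 0.19 and 0.25 generations were 183, 179 and 118. From 0.38 generations on they were 9, 5, 10, 6 and 1. Under 2 of the alternatives the peak of new genes moved to 0.04 generations. These were Benjamini-Hochberg adjustment and quantile normalization of the arrays.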

**Figure 1:**
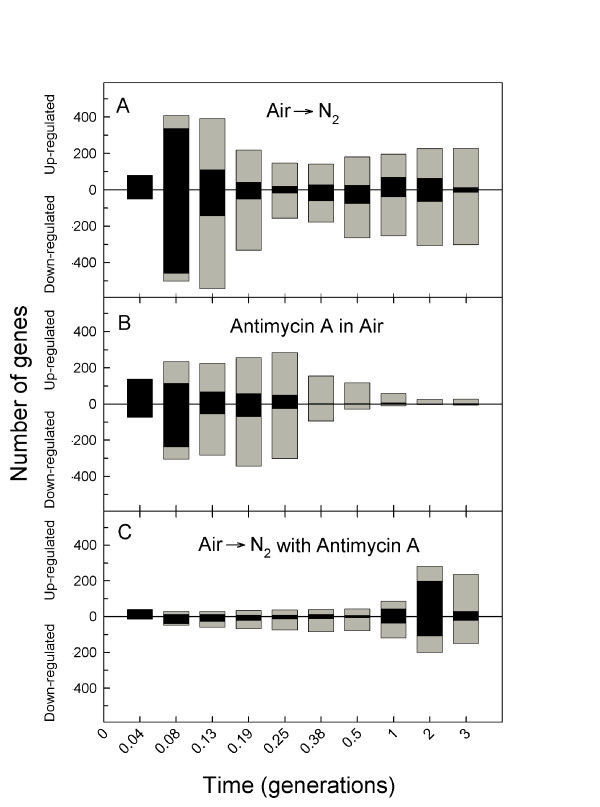
**Dynamics of gene induction and repression in response to anaerobiosis (A), antimycin A treatment in air (B) and subsequent anaerobiosis in the presence of antimycin A (C)**. The number of genes that responded significantly (*P *≤ 0.01) at each time point is shown. Genes are divided into those that were up-regulated from those that were down-regulated. Black bars indicate genes that significantly responded for the first time at the indicated time point whereas gray bars indicate genes that had already been identified at an earlier time point yet continued to be differentially expressed as compared to the control. The combined height of the black and gray bars is the total number of genes at each time point that were differentially expressed as compared to the aerobic control.

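When the shift to anaerobiosis was made in the presence of antimycin A, 89 genes were called at 0.04 generations, with 66 up-regulated and 23 down-regulated. The number of differentially expressed genes was 128, 140, 157 and 185 at 0.08, 0.13, 0.19 and 0.25 generations, and 187, 200 and 316 at 0.38, 0.5 and 1 generation. It reached 714 at 2 generations, with 397 up-regulated and 317 down-regulated, and 591 at 3 generations. Newly responding genes numbered 91 at 0.08 generations, 63 at 0.13 generations, 115 at 1 generation and 437 at 2 generations. Within 0.25 generations 317 genes (31.7% of those responding) were called, and 106 of them were not called later. A total of 893 genes were called after 0.25 generations. At 0.13 generations, where 140 genes were called, 1425 genes had an unadjusted p under 0.05. With the arrays at 0 generations of antimycin A treatment in air as the control, 601 genes were called within 0.25 generations and 1506 genes over all time points. The Methods place these arrays before the inhibitor was added, while their label names antimycin A in the medium. Only 35 genes were called within 0.25 generations with fits to the groups compared alone, and 1142 with Benjamini-Hochberg adjustment. Without replicate 2 the number within 0.25 generations was 128.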

Comparison of Figure 1C with 1A shows the presence of antimycin A drastically alters the anaerobic response; the large numbers of transiently responding genes observed in Figure 1A are conspicuously absent, leaving only those that respond after a substantial delay (2 generations). 

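Anaerobiosis in glucose medium, in which respiration is repressed, was followed at the same time points on 32 arrays, 3 per time point except at 0.38 generations, where 2 arrays were used. Their reference was a pool of the time points of that series, and their medians ranged from −0.03 to 0.05. They were analysed in the same way over 5598 genes, of which 1208 were called. The number of differentially expressed genes increased steadily from 70 at 0.04 generations to 127, 212, 225, 264, 274, 387, 437, 586 and 917 at the later time points. Within 0.25 generations 386 genes (32.0%) were called. New genes were most numerous at 3 generations, 352, against 2 generations in anaerobiosis in the presence of antimycin A. The log2 changes of these 2 treatments correlated across genes at each time point, with r = 0.379 at 0.13 generations (rho 0.272), 0.717 at 2 generations (rho 0.586) and 0.541 at 3 generations (rho 0.305). The number of responding genes in glucose medium was 543 without replicate 2.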

Interestingly, the dynamics of this response is remarkably similar to that elicited by anoxia in catabolite-repressed cells [5,6]. 

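The log2 changes of anaerobiosis and of anaerobiosis in the presence of antimycin A were also compared across genes. Their correlation was −0.224, −0.333 and −0.0475 at 0.04, 0.08 and 0.13 generations (rho −0.233, −0.409 and −0.166). It turned positive at 0.19 generations, with r = 0.301, and was 0.522 at 0.25 generations, 0.739 at 1 generation and 0.643 at 3 generations. For single replicates it was 0.609 ± 0.019 (SD, n = 3) at 3 generations, where leaving out a replicate gave values between 0.617 and 0.644. Shared control arrays do not enter these correlations, since anaerobiosis had its own control.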

Taken together these results suggest that the acute, transient transcriptomic response observed in Figures 1A and 1B is evoked by the inhibition of respiration, whether by chemical means (antimycin A) under normoxic conditions (Figure 1B) or the rapid removal of oxygen from respiratory competent cells (Figure 1A), whereas the delayed, chronic phase (Figures 1A and 1C) is invoked by oxygen deprivation.

To further explore the composition of these networks, we divided the anaerobic gene set into those that responded acutely (≤ 0.25 generations) and those that responded more chronically (> 0.25 generations) and examined their overlap with those that responded to the antimycin A treatments. 

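Of the 1318 genes that responded to antimycin A treatment in air, 964 (73.1%) were among the genes called within 0.25 generations of anaerobiosis, which made up 31.3% of the 5584 genes tested in both. The odds ratio was 12.1 (Fisher's exact test, two-sided, p = 2.3e-293). Genes called after 0.25 generations of anaerobiosis made up 30.3% of the genes responding in air. Of the 999 genes that responded to anaerobiosis in the presence of antimycin A, 576 (57.7%) were among those called after 0.25 generations of anaerobiosis, a class of 20.0% of the 5598 genes tested in both. Here the odds ratio was 10.2 (Fisher's exact test, two-sided, p = 7.5e-198). In this treatment 513 genes (51.4%) were in the class called within 0.25 generations. Fisher's test takes genes as independent, which co-regulated genes are not. The share of 73.1% ranged from 45.1% with fits to the groups compared alone to 82.1% with Benjamini-Hochberg adjustment, and the share of 57.7% from 48.7% to 64.3% over the alternatives. Neither comparison shares control arrays between the treatments. The classes within and after 0.25 generations of anaerobiosis do share them.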

Figure 2 shows 67% of those that responded to the antimycin A treatment in air (light gray circle, left) exhibited an acute anaerobic response (bottom left) whereas 53% of those that responded to the subsequent shift to anaerobiosis (dark gray circle on right) exhibited a delayed anaerobic response (bottom right). 

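Of the genes responding to antimycin A treatment in air, 48.9% were called in anaerobiosis only within 0.25 generations, 24.2% both within and after 0.25 generations, 6.15% only after 0.25 generations, and 20.7% not at all. Of the genes responding to anaerobiosis in the presence of antimycin A, these shares were 17.7%, 33.6%, 24.0% and 24.6%. At 0.13 generations 541 genes were called both in anaerobiosis and in antimycin A treatment in air. The direction of the change was the same for 533 of them.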

Although the distinction between the acute and chronic phases is not absolute (Figure 2 open circles, lower portion), what is clear is that many of the same genes respond acutely to either anaerobiosis or antimycin A treatment in air. Moreover, the acute response is abolished by adding antimycin A well before (3 generations) shifting the cells to anaerobiosis. 

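Of the 541 genes called at 0.13 generations both in anaerobiosis and in antimycin A treatment in air, 56 were also called at that time point in anaerobiosis in the presence of antimycin A. Among all genes called within 0.25 generations of anaerobiosis, 55.2% responded at some time point to antimycin A treatment in air and 29.3% to anaerobiosis in its presence. The 56 genes and these shares are given without the direction of the change, so they do not count genes that kept the early response. Across all genes the changes at 0.13 generations of anaerobiosis with and without inhibitor correlated at r = −0.0475. The change at 0.13 generations itself was compared between anaerobiosis with and without inhibitor by an interaction term in limma, in which the reference RNAs cancel. It differed for 872 of 5587 genes at an adjusted p of 0.01, with 499 changing more positively and 373 more negatively with inhibitor. In simulated data this test recovered 106 of 200 genes made to differ (53%). The count was 168 with fits to the groups compared alone, 1980 with Benjamini-Hochberg adjustment 468 without replicate 2 and 462 without replicate 3.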

To next determine if the same transcriptional networks respond to these treatments, we separately clustered the temporal responses.

**Figure 2:**
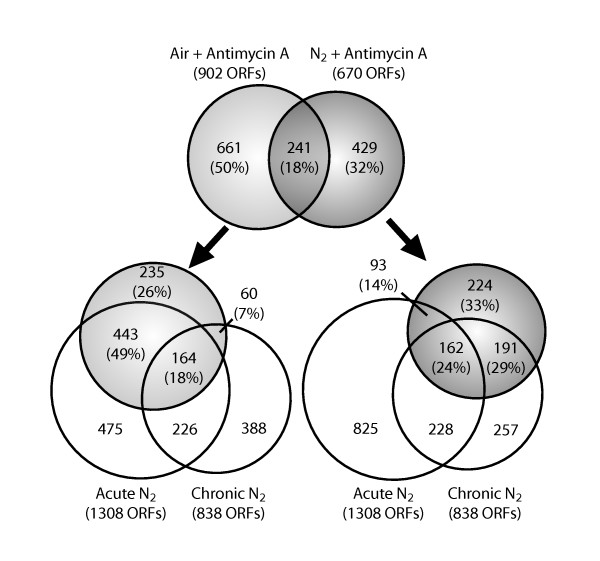
**Comparison of genes that comprise the acute, transient phase of the anaerobic response with those that respond to antimycin A treatment in air and subsequent anaerobiosis**. Genes that responded within the first 0.25 generations of anaerobiosis were classified as acutely responding (acute N_2_) whereas those that responded after this period were classified as chronically responding (chronic N_2_) (see Figure 1A for phase dynamics). Genes that comprise each of these classes are compared to those that responded to the antimycin A treatments (light gray for air and darker gray for N_2_). The area of the circles is scaled to the number of genes (ORFs), and the percentage of genes found in each phase is indicated in the parentheses.

### Gene network discovery

Gene networks were recovered using a novel bioinformatic approach [5,6] that uses SOM to cluster the temporal profiles and then determines an appropriate level of granularity (number of clusters) by choosing that which results in the *least likely *configuration of transcription factor binding sites (TFMs) among gene clusters as compared to random chance alone [see Additional files 1 and 2 and reference [6] for further details]. For the anaerobic data set, the clustered expression profiles are shown in Figure 3A (left heat map; anaerobic clusters ${\text{C}}_{{\text{N}}_{\text{2}}}$1 – 13). 

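The copy of the paper's cluster tables used here holds 1751 of its anaerobic genes in 13 clusters, and is incomplete by a few genes, so the values for these clusters are descriptive. Since the clusters were formed on these same arrays, they are not independent evidence. All 1751 genes were called in anaerobiosis. Each SD of a median change, here and below, is that of the 3 arrays of the time point. It leaves out the spread of the control arrays. At 0.13 generations of anaerobiosis the median log2 change was −1.13 ± 0.04 (SD, n = 3) for the 633 genes of the transiently repressed clusters 1 to 4 and 0.96 ± 0.05 (SD, n = 3) for the 373 genes of the transiently induced clusters 7 to 9. Of these 1006 genes, 897 (89.2%) were called at that time point. At 3 generations the median change was −1.02 ± 0.02 (SD, n = 3) for the 379 genes of the chronically repressed clusters 5 and 6 and 0.84 ± 0.04 (SD, n = 3) for the 366 genes of the chronically induced clusters 10 to 13. With the mean over genes in place of the median these 4 values were −1.22, 1.14, −1.28 and 1.21.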

The figure also includes an abbreviated list of significantly (*P *≤ 0.01) enriched TFMs (blue text to the left of each heat map) and overrepresented (*P *≤ 0.01) MIPS functional categories (right). Complete results, including statistics and gene-to-cluster membership, are provided in Additional files 3, 4, 5, 6. 

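Under antimycin A treatment in air, the genes of anaerobic clusters 1 to 4 had a median log2 change of −0.93 ± 0.07 (SD, n = 3) at 0.13 generations, and those of clusters 7 to 9 one of 0.88 ± 0.07 (SD, n = 3). After the shift to anaerobiosis with the inhibitor these medians were 0.12 ± 0.01 and −0.11 ± 0.04 (SD, n = 3). At 3 generations, clusters 5 and 6 had a median change of −0.09 ± 0.04 in air and −0.73 ± 0.06 in anaerobiosis in the presence of antimycin A (SD, n = 3). For clusters 10 to 13 the medians at 3 generations were 0.15 ± 0.13 in air and 0.72 ± 0.07 in anaerobiosis with the inhibitor (SD, n = 3).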

To facilitate direct comparisons of the two antimycin A treatments to anaerobiosis, Figure 3A not only shows the clustered expression profiles of genes that responded to anaerobiosis (N_2_, left heatmap) but the response of these same genes to antimycin A treatment in air (Antimycin A + air, middle) and to a shift to anaerobiosis after pre-treatment with antimycin A (N_2 _+ antimycin A, right). Note that only those genes that are indicated by the black bars to the left of each heat map responded significantly (*P *≤ 0.01) in the presence of inhibitor. Finally, Figure 3B shows the clustered expression profiles and recovered gene networks for the 901 genes that responded significantly to antimycin A treatment in air (${\text{C}}_{{\text{A-O}}_{\text{2}}}$1 – 6) and Figure 3C the same for the 669 genes that responded to the subsequent shift to anaerobiosis (${\text{C}}_{{\text{A-N}}_{\text{2}}}$1 – 10).

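The clusters for antimycin A treatment in air (901 genes) are complete in the copy used here, and those for anaerobiosis in the presence of antimycin A hold 668 genes in 10 clusters. The most extreme median log2 changes of the 6 air clusters in their own treatment were −1.23 and −1.52 at 0.08 generations for clusters 1 and 2, −1.55 at 0.19 generations for cluster 3, 1.38 at 0.08 generations for cluster 4, and 1.55 and 1.27 at 0.25 generations for clusters 5 and 6. At 3 generations of antimycin A treatment in air the medians of these 6 clusters lay between −0.35 (cluster 3) and 0.45 (cluster 6). For anaerobiosis in the presence of antimycin A, cluster 9 had the most extreme median of its 10 clusters, 1.96 at 2 generations, followed by cluster 2 with −1.60 at 1 generation.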

**Figure 3:**
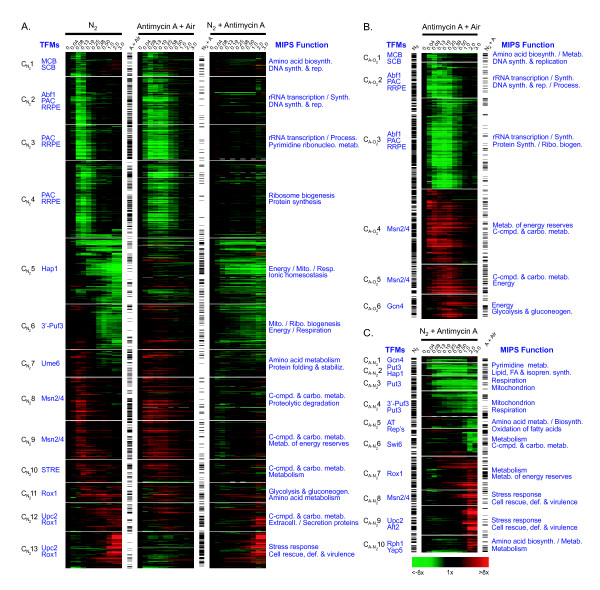
**Transcript heat maps and statistical comparisons of genes that significantly responded to anaerobiosis (A), antimycin A treatment in air (B), and subsequent anaerobiosis in the presence of antimycin A (C)**. The temporal profiles of genes whose transcript levels responded significantly (*P *≤ 0.01) to each treatment were clustered separately using Kohonen's SOM algorithm with 1D string topology and standard correlation as the distance metric. Appropriate K values for gene network discovery were determined by evaluating CS and FCS using a range of K values (2 – 30) (see "Materials and Methods"). Figure 3A compares the response of all genes that significantly responded to anaerobiosis (N_2_, far left) to their response to antimycin A treatment in air (middle panel) and to subsequent anaerobiosis in the presence of antimycin A (right panel). Note that only those genes denoted by a black bar responded significantly to the indicated treatment (A + Air = antimycin A under aerobiosis, N_2 _+ A = antimycin A under anaerobiosis, and N_2 _= anaerobiosis). The blue text is an abridged list of transcription factor motifs (TFMs, left) and MIPS functional categories (MIPS Function, right) that were significantly (*P *≤ 0.01) overrepresented in each gene cluster. Panel B shows the clustering results for all genes that significantly responded to antimycin A treatment in air while panel C shows that for those significantly responded to anaerobiosis in the presence of antimycin A. The time scale is the number of generations after the indicated treatment.

Comparison of the left (anaerobic) and middle (antimycin A + air) heat maps in Figure 3A shows that most of the genes that transiently responded to anaerobiosis (${\text{C}}_{{\text{N}}_{\text{2}}}$1 – 4 and ${\text{C}}_{{\text{N}}_{\text{2}}}$7 – 9) responded in a similar manner to antimycin A treatment in air. In contrast, few of those that exhibited a delayed, chronic response (${\text{C}}_{{\text{N}}_{\text{2}}}$5 – 6 and ${\text{C}}_{{\text{N}}_{\text{2}}}$10 – 13) were differentially expressed in response to inhibitor treatment in air. These trends are almost totally reversed for the N_2 _+ antimycin A treatment (right heatmap in Figure 3A) as can be easily seen by comparing the distribution of the significance indicators (black bars) among gene clusters for each treatment.

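Of the 1006 genes of anaerobic clusters 1 to 4 and 7 to 9, 668 (66.4%) were called in antimycin A treatment in air, with shares of 60.2% to 81.0% in single clusters. In the opposite comparison, the clusters formed on antimycin A treatment in air were followed in anaerobiosis, whose arrays had no part in forming them. At 0.13 generations of anaerobiosis their median log2 changes were −0.47 ± 0.04, −1.13 ± 0.05 and −1.20 ± 0.03 for clusters 1 to 3 and 1.00 ± 0.05, 0.69 ± 0.06 and 0.20 ± 0.04 for clusters 4 to 6 (SD, n = 3 replicates). In limma's camera test with a preset correlation of 0.01, the adjusted p over these 6 clusters was 0.0030, 2.9e-28, 3.2e-52, 1.4e-33, 2.4e-13 and 0.0027. All of them held under limma's fry test, with adjusted p of at most 2.8e-11. The clusters of 121 and 310 genes had 88 and 241 genes called down-regulated, and cluster 4, with 255 genes, had 174 called up-regulated. In the other clusters fewer genes were called, 7 of 30 down-regulated in cluster 1, and 42 of 101 and 16 of 84 up-regulated in clusters 5 and 6, with 6 of the last called down-regulated.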

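Of the 745 genes of anaerobic clusters 5, 6 and 10 to 13, 234 (31.4%) were called at one or more time points of antimycin A treatment in air. The lowest share was 17.6%, in cluster 13, and the highest 44.9%, in cluster 10. At 0.25 generations of antimycin A treatment in air 154 of the 745 genes (20.7%) were called, and at 2 generations 30 (4.03%).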

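After pre-treatment with antimycin A, 219 genes (21.8%) of anaerobic clusters 1 to 4 and 7 to 9 were called in anaerobiosis, and 9.94% were called within 0.25 generations. Of the 745 genes of the chronic clusters 424 (56.9%) were called. In single clusters the shares were 17.7% to 33.7% for the transient clusters and 38.5% (cluster 10) to 76.8% (cluster 13) for the chronic ones.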

In regard to the recovered gene networks, comparison of Figure 3A with 3B indicates the same or similar TFMs and MIPS functional categories were enriched in clusters of genes that transiently responded. From this and previous studies of the anaerobic response [5,6], a common picture of gene network activity emerges. For example, both anaerobiosis and antimycin A treatment in air result in the transient down-regulation of MCB- and SCB-regulated networks (${\text{C}}_{{\text{N}}_{\text{2}}}$1 and ${\text{C}}_{{\text{A-O}}_{\text{2}}}$1) involved in processes associated with the G1/S transition of the cell cycle (e.g., DNA synthesis & replication). In addition, Abf1 and PAC/RRPE-associated networks (${\text{C}}_{{\text{N}}_{\text{2}}}$2 – 4 and ${\text{C}}_{{\text{A-O}}_{\text{2}}}$2 & 3) involved in energetically costly programs of rRNA transcription/processing, translation, and ribosomal biogenesis are apparently also down-regulated. 

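A list of 37 G1/S genes was written with the paper's cluster tables at hand and without seeing the array values. Of 7 such lists, 4 were tested at 0.13 generations and 3 at 3 generations in each of 3 treatments, which makes 21 tests with limma's camera, adjusted by the method of Benjamini and Hochberg. At 0.13 generations of anaerobiosis the G1/S genes had a median log2 change of −0.65 (replicate medians −0.72 ± 0.02, SD, n = 3; adjusted p = 1.5e-07, camera). Of these genes 33 fell and 4 rose, and 17 were called down-regulated over all genes tested, or 25 adjusted over the list alone. With antimycin A in air the median was −0.85 (−0.90 ± 0.13, SD, n = 3; adjusted p = 2.0e-11, camera), with 36 of 37 genes lower, 16 called down-regulated and 25 adjusted over the list alone. Since the study's clusters were formed on these same arrays, neither camera's tests of these lists nor the counts over the list alone are independent evidence. Quantile normalization moved these medians most, to −0.54 in anaerobiosis and −0.57 in air, and changed neither call. For the 21 list tests, camera's calls held under fry except for 3 lists at 0.13 generations of anaerobiosis in the presence of antimycin A (ribosome biogenesis, cytosolic ribosomal protein, and trehalose and glycogen genes) and mitochondrial ribosomal protein genes at 3 generations of antimycin A treatment in air. At 0.08 generations CLB5 (YPR120C) changed by −0.89 in anaerobiosis (SE 0.09, adjusted p = 2.1e-06, limma) and by −0.97 in antimycin A treatment in air (SE 0.13, adjusted p = 3.3e-04), where quantile normalization gave −0.70 with an adjusted p of 0.039. RNR1 (YER070W) changed by −2.77 (SE 0.20, adjusted p = 3.8e-10) and −3.65 (SE 0.22, adjusted p = 3.4e-12), and POL12 (YBL035C) by −1.63 (adjusted p = 1.1e-08) and −1.88 (adjusted p = 2.4e-09). Each of these genes was lower than the control in all 3 replicates of both treatments.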

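The 89 ribosome biogenesis genes had a median log2 change of −1.65 at 0.13 generations of anaerobiosis (replicate medians −1.61 ± 0.07, SD, n = 3; adjusted p = 4.7e-30, camera). Of these, 82 fell, and 69 were called down-regulated and 1 up-regulated, or 75 in total adjusted over the list alone. With inhibitor in air the median was −1.62 (−1.67 ± 0.19, SD, n = 3; adjusted p = 1.1e-34, camera), 87 of 89 genes fell, and 60 were called, or 73 adjusted over the list alone. The cytosolic ribosomal protein genes had a median of −0.79 in anaerobiosis (−0.80 ± 0.07, SD, n = 3; adjusted p = 2.0e-23, camera), with 133 of 138 lower and 83 called, or 112 adjusted over the list alone. In air their median was −0.57 (−0.59 ± 0.07, SD, n = 3; adjusted p = 6.4e-13, camera). There 136 of 137 were lower and 11 were called, or 33 adjusted over the list alone. RPA190 (YOR341W), a subunit of RNA polymerase I, changed by −2.16 at 0.13 generations of anaerobiosis (SE 0.14, adjusted p = 3.7e-11, limma) and by −2.15 in antimycin A treatment in air (SE 0.15, adjusted p = 2.8e-10). NSR1 (YGR159C) changed by −2.59 (SE 0.13, adjusted p = 1.0e-13) and −2.90 (SE 0.15, adjusted p = 1.4e-13). All 3 replicates of both treatments were lower than the control for both genes.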

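The list of trehalose and glycogen genes holds 17 genes. At 0.13 generations of anaerobiosis their median log2 change was 1.60 (replicate medians 1.56 ± 0.08, SD, n = 3; adjusted p = 1.3e-08, camera), with 15 genes higher and 14 called, the same number adjusted over the list alone. The median in antimycin A treatment in air was 1.24 (1.31 ± 0.19, SD, n = 3; adjusted p = 2.2e-11, camera), with 16 genes higher and 12 called, or 14 adjusted over the list alone. At the same time point HXK1 (YFR053C) changed by 3.39 in anaerobiosis (SE 0.13, adjusted p = 9.8e-17, limma) and by 3.14 in air (SE 0.20, adjusted p = 7.7e-12). TPS1 (YBR126C) changed by 2.16 and 2.28, GSY2 (YLR258W) by 1.76 and 1.67, and HSP104 (YLL026W) by 1.76 and 1.73, and these genes were called in both treatments. ATG8 (YBL078C), a gene of autophagy, changed by 1.09 in anaerobiosis (SE 0.12, adjusted p = 5.7e-06) and by 1.27 in air (SE 0.22, adjusted p = 0.023, not called). With Benjamini-Hochberg adjustment ATG8 was also called in air. All 3 replicates lay above the control for each of the named genes in both treatments.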

Finally, both treatments apparently result in the transient induction of Msn2/4-regulated networks (${\text{C}}_{{\text{N}}_{\text{2}}}$8 – 10 and ${\text{C}}_{{\text{A-O}}_{\text{2}}}$4 & 5) involved in carbohydrate and reserve energy (trehalose and glycogen) metabolism/transport and autophagy.

In contrast, networks that more chronically responded to anaerobiosis, in particular those with identifiable heme-responsive transcription factor binding sites (eg., Hap1 for ${\text{C}}_{{\text{N}}_{\text{2}}}$5, and Rox1 and Upc2 for ${\text{C}}_{{\text{N}}_{\text{2}}}$10 – 13), failed to respond to the antimycin A treatment in air (Figure 3B) but were recovered from clustering the response to antimycin A treatment in N_2 _(Hap1 in ${\text{C}}_{{\text{A-N}}_{\text{2}}}$2, Rox1 in ${\text{C}}_{{\text{A-N}}_{\text{2}}}$7, and Upc2 in ${\text{C}}_{{\text{A-N}}_{\text{2}}}$9 in Figure 3C). 

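At 3 generations of antimycin A treatment in air, limma called none of the 22 respiratory chain genes, of the 69 mitochondrial ribosomal protein genes or of the 30 DAN/TIR/PAU genes. Over all genes 1379 had an unadjusted p under 0.05 at that time point. Adjusted over the list alone the numbers were 0, 3 and 0. The median log2 changes were −0.10 for the respiratory chain genes (replicate medians −0.08 ± 0.12, SD, n = 3; adjusted p = 0.343, camera), −0.17 for the mitochondrial ribosomal protein genes (−0.19 ± 0.39, SD, n = 3; adjusted p = 0.0031, camera, and 0.181, fry) and −0.07 for the DAN/TIR/PAU genes (−0.07 ± 0.59, SD, n = 3; adjusted p = 0.606, camera). Leaving out a replicate changed 2 of these medians in sign. The median of the mitochondrial ribosomal protein genes was 0.02 without replicate 2. For the DAN/TIR/PAU genes it was 0.20 without replicate 4 and −0.24 without replicate 2. Over all time points in air, 2 respiratory chain genes and 1 mitochondrial ribosomal protein gene were called. Before 3 generations these lists did shift, by camera adjusted over 70 tests (7 lists at 10 time points). The DAN/TIR/PAU genes were lower at 6 time points, with replicate medians of −0.57 ± 0.08 at 0.08 generations (adjusted p = 0.027), −0.61 ± 0.22 at 0.38 generations (adjusted p = 0.0011) and −0.37 ± 0.14 at 2 generations (adjusted p = 9.2e-05). The respiratory chain genes were higher at 0.08 generations (0.37 ± 0.07, adjusted p = 0.0085), and the mitochondrial ribosomal protein genes from 0.08 to 0.19 generations (0.47 ± 0.12 at 0.13 generations, adjusted p = 8.0e-06; SD, n = 3 for each).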

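In anaerobiosis the median log2 change of the 22 respiratory chain genes was 0.20 ± 0.06 at 0.08 generations, −0.18 ± 0.06 at 0.13, −0.85 ± 0.06 at 0.19, −1.38 ± 0.10 at 0.5 and −2.12 ± 0.03 at 2 generations (replicate medians, SD, n = 3). In the presence of antimycin A it was −0.66 ± 0.08 at 0.08 generations, −1.25 ± 0.08 at 0.13, −1.17 ± 0.03 at 0.19, −1.50 ± 0.09 at 0.5 and −1.69 ± 0.20 at 2 generations. The 69 mitochondrial ribosomal protein genes rose to 0.47 (SD 0.0043, n = 3) at 0.13 generations of anaerobiosis before falling to −0.66 ± 0.05 at 0.38 and −0.76 ± 0.03 at 2 generations. With inhibitor their median was −0.26 ± 0.15 at 0.13, −0.57 ± 0.23 at 0.38 and −0.75 ± 0.09 at 2 generations. The 30 DAN/TIR/PAU genes were first lower in anaerobiosis, as they were in air. Their medians were −0.49 ± 0.20 at 0.04 generations (adjusted p = 8.9e-07, camera over 70 tests) and −0.43 ± 0.06 at 0.08 generations (adjusted p = 0.037). They then changed by 0.20 ± 0.02, 1.56 ± 0.11 and 3.46 ± 0.14 at 0.38, 1 and 2 generations of anaerobiosis. With inhibitor they changed by 0.34 ± 0.43, 1.33 ± 0.32 and 4.85 ± 0.21 at 0.38, 1 and 2 generations.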

A comparison of these heatmaps shows the response of these networks is kinetically very similar in the two anaerobic datasets. Similarities included a slightly delayed (ca. 0.08 generations) yet chronic down-regulation of Hap1-regulated networks involved in respiration and mitochondrial energy production (${\text{C}}_{{\text{N}}_{\text{2}}}$5 and ${\text{C}}_{{\text{A-N}}_{\text{2}}}$2) and delayed yet chronic down-regulation of networks involved in mitochondrial ribosomal biogenesis (${\text{C}}_{{\text{N}}_{\text{2}}}$6 and ${\text{C}}_{{\text{A-N}}_{\text{2}}}$4) that were significantly enriched for 3'-Puf3 sites. Both treatments also resulted in the delayed yet chronic de-repression of Rox1-regulated networks (${\text{C}}_{{\text{N}}_{\text{2}}}$11 – 13 and ${\text{C}}_{{\text{A-N}}_{\text{2}}}$7) involved in carbohydrate import/utilization and redox balance and delayed activation of Upc2-regulated ones (${\text{C}}_{{\text{N}}_{\text{2}}}$11 – 13 and ${\text{C}}_{{\text{A-N}}_{\text{2}}}$9) involved in sterol and cell wall homeostasis. 

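At 3 generations of anaerobiosis the respiratory chain genes had a median log2 change of −2.19 (replicate medians −2.22 ± 0.13, SD, n = 3; adjusted p = 2.0e-23, camera), with 21 of 22 genes lower and 19 called, or 20 adjusted over the list alone. In the presence of antimycin A the median was −1.39 (−1.36 ± 0.19, SD, n = 3; adjusted p = 1.3e-10, camera), with 21 of 22 lower and 13 called, or 18 adjusted over the list alone. For the mitochondrial ribosomal protein genes the median at 3 generations was −0.75 (−0.74 ± 0.09, SD, n = 3; adjusted p = 5.6e-20, camera), with 65 of 69 lower and 32 called, or 55 adjusted over the list alone. With inhibitor it was −0.65 (−0.65 ± 0.06, SD, n = 3; adjusted p = 2.6e-11, camera), with 67 of 69 lower and 8 called, or 22 adjusted over the list alone. CYC1 (YJR048W) changed by −5.48 at 3 generations of anaerobiosis (SE 0.20, adjusted p = 2.4e-17, limma) and by −4.23 in the presence of inhibitor (SE 0.52, adjusted p = 6.3e-05). COX4 (YGL187C) changed by −2.48 and −1.71, QCR2 (YPR191W) by −2.09 and −1.38, and MRPL3 (YMR024W) by −1.03 and −0.89. These 4 genes were called in both treatments, with all 3 replicates lower than the control. The largest falls among genes called at any time point in all 3 replicates were those of NDE1 (YMR145C), −5.54, and CYC1 in anaerobiosis.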

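At 3 generations the DAN/TIR/PAU genes had a median log2 change of 3.62 in anaerobiosis (replicate medians 3.61 ± 0.15, SD, n = 3; adjusted p = 1.3e-37, camera), with 28 of 30 genes called, and 5.46 in the presence of antimycin A (5.39 ± 0.18, SD, n = 3; adjusted p = 2.3e-45, camera), also with 28 called. Adjusted over the list alone, 28 and 30 genes were called. On the 3 control arrays of anaerobiosis with antimycin A the ratios of these genes lay at percentiles 1.41, 8.03 and 0.661 of the array, and on those of anaerobiosis at 0.624 to 0.784, so their changes start near the lowest values measured in both. HEM13 (YDR044W) changed by 3.77 at 3 generations of anaerobiosis (SE 0.17, adjusted p = 6.4e-15, limma) and by 5.00 with inhibitor (SE 0.16, adjusted p = 6.5e-19). COX5B (YIL111W) changed by 2.73 and 3.28, DAN1 (YJR150C) by 4.34 and 5.46, TIR1 (YER011W) by 2.69 and 3.65, and AUS1 (YOR011W) by 5.25 and 5.41. The 2 genes with the largest rise were TIR4 (YOR009W), with 6.13 at 2 generations of anaerobiosis and 8.34 at 3 generations with inhibitor, and TIR3 (YIL011W), with 5.57 and 7.44 at 3 generations. All of these were called and had all 3 replicates above the control in both treatments.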

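The change at 3 generations was compared between anaerobiosis with and without antimycin A by an interaction term for each gene. It differed for 254 of 5583 genes at an adjusted p of 0.01, with 161 changing more positively and 93 more negatively with inhibitor. The respiratory chain genes fell less with inhibitor, with a median difference of 0.77 on the log2 scale (adjusted p = 3.8e-08, camera over 7 lists, and 7.9e-08, fry), positive for 21 of 22 genes. The DAN/TIR/PAU genes rose further, with a median difference of 1.74 (adjusted p = 1.0e-20, camera, and 3.6e-07, fry), positive for all 30 genes. After quantile normalization, which gives every array the same extreme values, the median difference per gene was −0.53 for this list, while its replicate medians were 3.36 ± 0.04 without and 3.63 ± 0.03 with inhibitor (SD, n = 3), so the direction then depended on the summary. The trehalose and glycogen genes differed by 0.55 (adjusted p = 1.3e-04, camera, and 9.5e-04, fry) and the ribosome biogenesis genes by −0.19 (adjusted p = 0.0047, camera, and 0.031, fry). The remaining 3 lists did not differ past 0.05 under either test, with 0.05 for the mitochondrial ribosomal protein genes (adjusted p = 0.491, camera), −0.04 for the G1/S genes and −0.14 for the cytosolic ribosomal protein genes.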

Although there are differences in terms of specific transcription factor binding sites and functional categories enriched from clustering the two anaerobic datasets, it is clear that the networks that more chronically respond to anaerobiosis are not affected by the presence of the respiratory inhibitor.

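An interaction term for the change at 0.13 generations, between antimycin A treatment in air and anaerobiosis, was past the threshold for 179 of 5582 genes, 117 of them changing more positively in air and 62 more negatively. It recovered 102 of 200 genes made to differ in simulated data (51%). The count was 88 without replicate 3, 71 with fits to the groups compared alone and 342 with Benjamini-Hochberg adjustment. The median difference, air minus anaerobiosis, was −0.07 for the ribosome biogenesis genes (adjusted p = 0.123, camera over 7 lists) and −0.01 for the trehalose and glycogen genes (adjusted p = 0.831). It was −0.25 for the G1/S genes (adjusted p = 0.0031) and 0.26 for the cytosolic ribosomal protein genes (adjusted p = 1.5e-04, but 0.124 under fry). The largest difference was −0.42, for the DAN/TIR/PAU genes (adjusted p = 0.0031, but 0.130 under fry), lower for 24 of 30 genes. The respiratory chain genes (0.10) and the mitochondrial ribosomal protein genes (−0.01) did not differ past 0.05.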

Overall, it is apparent from these comparisons that the normoxic addition of antimycin A to respiratory competent cells and oxygen deprivation elicits a kinetically similar response in the same gene networks (MCB/SCB, Abf1/PAC/RRPE and Msn2/4). Moreover, pretreatment of aerobic cells with antimycin A abrogates the transient response of a large number of networks that acutely respond to anoxia yet has not affect heme-regulated ones (e.g., Hap1, Rox1 and Upc2) that more chronically respond. These results show that the acute and chronic phases of the anaerobic response in catabolite non-repressed (galactose) cells are separable and, thus, are likely triggered by different sensing and signaling pathways: the acute transient phase from the respiratory inhibition and, we hypothesize, associated changes in cellular energetics and/or growth rate, and the chronic phase from oxygen deprivation. This interpretation is further corroborated by previous studies that show this transient "stress response" to anaerobiosis is absent in catabolite-repressed (glucose) cells [5]. 

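At 0.13 generations the interaction term gave the difference in change, anaerobiosis with antimycin A minus anaerobiosis without it, for each list. Its median was 0.81 for the G1/S genes (adjusted p = 5.6e-08, camera over 7 lists), higher for 33 of 37 genes. It was 1.72 for the ribosome biogenesis genes (adjusted p = 1.3e-31), higher for 83 of 89, and 0.89 for the cytosolic ribosomal protein genes (adjusted p = 1.5e-18), higher for 132 and lower for 5. For the trehalose and glycogen genes it was −1.71 (adjusted p = 1.1e-10), lower for 15 of 17 genes. The respiratory chain genes changed more negatively with inhibitor at this time point, by a median of −1.02 (adjusted p = 2.8e-07), as all 22 genes did. The mitochondrial ribosomal protein genes also did, by −0.73 (adjusted p = 3.0e-09), in 67 of 69 genes. Each of these differences also passed under fry. The DAN/TIR/PAU genes differed by 0.59 (adjusted p = 0.062, not past 0.05).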

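To separate the phases the paper reasons from 3 comparisons in its own data. Many genes that responded within 0.25 generations of anaerobiosis also responded to antimycin A treatment in air (Figure 2), while the delayed, heme-regulated networks did not (Figure 3B). After pre-treatment with the inhibitor the shift to anaerobiosis was followed by the delayed response without most of the early one (Figures 1C and 3C). From these comparisons the paper concludes that the phases can be separated. It proposes that the acute phase is set off by the loss of respiration, through cellular energetics or growth rate, and the chronic phase by the lack of oxygen. As further evidence it cites earlier work in which glucose-grown cells lacked the transient response.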

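In glucose medium, 251 (25.0%) of the 1006 genes of the transient anaerobic clusters 1 to 4 and 7 to 9 were called in anaerobiosis, and 12.2% of the 1006 were called within 0.25 generations, against 538 (72.2%) of the 745 genes of the chronic clusters. At 0.13 generations clusters 1 to 4 had a median log2 change of 0.28 ± 0.04 and clusters 7 to 9 one of −0.32 ± 0.07 in glucose medium (SD, n = 3), opposite in direction to galactose medium. The change at 0.13 generations differed between the media for 1217 of 5597 genes (interaction term in limma), with 670 changing more positively in glucose and 547 more negatively. This count was 444 with fits to the groups compared alone, 767 after quantile normalization, 618 without replicate 2 and 653 without replicate 3. The changes at 0.13 generations in the 2 media correlated across genes at r = −0.399 (rho −0.413), and those at 3 generations at r = 0.775 (rho 0.524).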

Under both conditions, respiration is inhibited or repressed during the transition to anaerobiosis: here by chemical means and in previous studies by the presence of glucose. Thus, in both cases, the aerobic to anaerobic transition proceeds rather smoothly, that is without a major disruption in catabolism or measured growth rate as the cells ferment the available carbon source in both the aerobic and anaerobic phases. In contrast, cells grown on galactose in the absence of respiratory inhibitor are forced to switch from respiro-fermentative to strictly fermentative metabolism and, in so doing, undergo a substantial decrease in growth rate (here from a 2.4 h mass doubling time to 4 h). 

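At 2 generations of anaerobiosis the median log2 change was 0.12 ± 0.05 for the G1/S genes, −0.12 for the ribosome biogenesis genes (SD 0.0037), −0.24 ± 0.06 for the cytosolic ribosomal protein genes and 0.28 ± 0.04 for the trehalose and glycogen genes (SD, n = 3). At 3 generations these medians were 0.08 ± 0.05, −0.16 ± 0.01, −0.14 ± 0.09 and 0.30 ± 0.08 (SD, n = 3). Limma called 1, 0, 1 and 1 genes of these lists at 3 generations. As lists, the ribosome biogenesis, cytosolic ribosomal protein, and trehalose and glycogen genes were still shifted at 3 generations in camera's test (adjusted p = 0.018, 0.0097 and 0.024 over the 70 list tests of anaerobiosis), and the G1/S genes were not (adjusted p = 0.090).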

Although several recent studies have suggested the changes in the activity of these general stress-responsive gene networks result simply from changes in growth rate [7-9], given their function and the fact they only transiently respond and are not differentially expressed among treatments where the grow rate differs nearly 2-fold (aerobiosis vs. anaerobiosis) suggests they may be part of a systems level response for balancing energetic supply and demand and coordinating entry into the cell cycle in response to the abrupt cessation of respiration.

## Discussion

This study has revealed novel insight into the transcriptomic response referred to as the "common environmental response" (CER) [4] or "environmental stress response" (ESR) [2] and differentiates between networks that respond to respiratory inhibition and those that respond to oxygen deprivation. 

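The genes with the largest changes in antimycin A treatment in air, among genes called with all 3 replicates on the same side of the control, were CIT3 (YPR001W), with a log2 change of 5.20 at 0.25 generations (SE 0.16, adjusted p = 1.4e-19, limma), and POX1 (YGL205W), with 4.90 at the same time point (SE 0.25, adjusted p = 3.4e-14). The largest falls were those of DBP2 (YNL112W), −3.84 (SE 0.17, adjusted p = 1.2e-15), and AAH1 (YNL141W), −3.74 (SE 0.26, adjusted p = 7.3e-11), both at 0.19 generations. DBP2 is one of the ribosome biogenesis genes listed.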

First, we show that the acute inhibition of respiration by either oxygen deprivation (anoxia) or chemical means (antimycin A) in catabolite non-repressed conditions evokes a transient ESR/CER-like response. Gene network analyses suggest that changes in the activity of Fhl1 and PAC/RRPE-associated factors result in the transient down-regulation of genes involved in energetically costly programs of ribosomal biogenesis, protein synthesis, and rRNA transcription/processing. 

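In anaerobiosis the ribosome biogenesis genes fell to a median log2 change of −1.55 ± 0.12 by 0.08 generations and were at −0.58 ± 0.03 at 0.25 and −0.26 ± 0.04 at 0.38 generations (SD, n = 3). The cytosolic ribosomal protein genes were at −0.62 ± 0.11, −0.44 ± 0.02 and −0.18 ± 0.08 at these time points (SD, n = 3). Under antimycin A in air the ribosome biogenesis genes were at −1.69 ± 0.16, −1.59 ± 0.16 and −0.86 ± 0.03, and the cytosolic ribosomal protein genes at −0.51 ± 0.08, −0.93 ± 0.12 and −0.59 ± 0.14 (SD, n = 3). Of the ribosome biogenesis genes 72 were called in anaerobiosis, all within 0.25 generations, and 69 in antimycin A treatment in air, also all within 0.25 generations. FHL1 (YPR104C), among the 15 regulators examined, changed by −0.53 at 0.08 generations of anaerobiosis (SE 0.07, adjusted p = 4.3e-04, limma). After quantile normalization its change was −0.42 with an adjusted p of 0.041. FHL1 was not called in antimycin A treatment in air.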

Simultaneously, transient changes in the activity of the SBF (Swi4-Swi6) and MBF complexes (Mbp1-Swi6) result in the down-regulation of genes involved in late G1 and the G1/S transition of the cell cycle and a predicted delay in its progression as mass and energy are assessed before committing to another round. 

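The G1/S genes had a median log2 change of −0.41 ± 0.01 at 0.04 generations and −0.91 ± 0.07 at 0.08 generations of anaerobiosis, and were above the control at 0.19 and 0.25 generations, by 0.14 ± 0.06 and 0.35 ± 0.04 (SD, n = 3). With antimycin A in air the medians were −0.54 ± 0.09, −1.02 ± 0.12, −0.59 ± 0.15 and −0.39 ± 0.15 at these time points, and −0.05 ± 0.09 at 0.38 generations (SD, n = 3). Of the 37 genes, 26 were called in anaerobiosis and 24 in air, all of them within 0.25 generations. The transcripts of SWI4, SWI6 and MBP1 themselves were not called in either treatment.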

At the same time Msn2/4-regulated networks involved in carbohydrate import/utilization and reserve energy metabolism are transiently activated.

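The trehalose and glycogen genes had a median log2 change of 0.83 ± 0.07 at 0.04 generations and 1.97 ± 0.11 at 0.08 generations of anaerobiosis, and 0.80 ± 0.06, 1.04 ± 0.18 and 0.79 ± 0.17 at 0.19, 0.5 and 1 generation (SD, n = 3). With antimycin A in air the median was 1.89 ± 0.04 at 0.04 generations, 1.96 ± 0.20 at 0.08, 1.53 ± 0.18 at 0.25, 1.05 ± 0.04 at 0.5 and 0.54 ± 0.18 at 1 generation (SD, n = 3). The transcripts of MSN2 and MSN4 were called in neither treatment. Of the 17 genes, 14 were called in anaerobiosis and 15 in air, each for the first time by 0.08 generations.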

When viewed together it seems clear that the transient changes in the activity of these gene networks may be required for balancing energy supply and demand and regulating entrance into the cell cycle. Functional gene network analyses suggest this program includes simultaneously bolstering catabolic potential, regulating reserve energy supplies (trehalose and glycogen), and sparing energetic demand by down-regulating early steps in the biogenesis of the cytoplasmic ribosomes. 

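At 0.13 generations of anaerobiosis in the presence of antimycin A the list medians were small. The SDs given leave out the spread of the control arrays, those at 3 generations of antimycin A treatment in air. There the replicate medians had an SD of 0.04 for the G1/S genes and 0.16 for the ribosome biogenesis genes. It was 0.26 for the cytosolic ribosomal protein genes and 0.23 for the trehalose and glycogen genes. The G1/S genes had a median log2 change of 0.06 (replicate medians 0.08 ± 0.05, SD, n = 3; adjusted p = 0.069, camera, and 0.0091, fry). The ribosome biogenesis genes changed by 0.14 (0.13 ± 0.08, SD, n = 3; adjusted p = 0.025, camera, and 0.087, fry), the cytosolic ribosomal protein genes by 0.10 (0.11 ± 0.08, SD, n = 3; adjusted p = 0.022, camera, and 0.186, fry) and the trehalose and glycogen genes by −0.22 (−0.22 ± 0.02, SD, n = 3; adjusted p = 0.031, camera, and 0.144, fry). Limma called 0 genes of these 4 lists at that time point, and 2, 0, 0 and 2 adjusted over the list alone. With the arrays at 0 generations of antimycin A treatment in air as the control, 3 of these medians changed direction. They were then −0.17 for the ribosome biogenesis genes, −0.22 for the cytosolic ribosomal protein genes and 0.31 for the trehalose and glycogen genes. At 0.04 generations the ribosome biogenesis genes were at 0.59 ± 0.05 and the trehalose and glycogen genes at −0.53 ± 0.26 (SD, n = 3), and 17 ribosome biogenesis genes were called within 0.25 generations.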

Given that changes in the activity of these gene networks are not observed when respiration is inhibited well before (3 generations) the aerobic-to-anaerobic transition, we hypothesize these networks may respond to the acute decrease in energy status that accompanies respiratory inhibition as it is clear they do not respond directly to the change in oxygen availability. This conclusion is further supported by previous genomic comparisons of the anaerobic shift in catabolite-repressed and non-repressed cells [5,6], which showed that these networks also fail to respond during the aerobic-to-anaerobic transition when respiration is inhibited by the presence of glucose and, thus, when the transition precedes with no change in growth rate or energetic status. 

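In glucose medium the trehalose and glycogen genes had median log2 changes of −0.75 ± 0.17, −1.32 ± 0.07 and −1.33 ± 0.09 (SD, n = 3) at 0.04, 0.08 and 0.13 generations of anaerobiosis, and the ribosome biogenesis genes of 0.29 ± 0.03, 0.48 ± 0.07 and 0.48 ± 0.05 (SD, n = 3). The difference at 0.13 generations, glucose minus galactose, was −3.23 for the trehalose and glycogen genes (adjusted p = 7.7e-15, camera over 7 lists), lower for 16 of 17 genes, and 2.12 for the ribosome biogenesis genes (adjusted p = 1.1e-32), higher for 83 of 89. It was 0.84 for the G1/S genes and 0.87 for the cytosolic ribosomal protein genes.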

During the review of this manuscript, an additional genomic study examining the switch to fermentation also concluded that the mere depletion of oxygen does not evoke a stress response [11].

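In anaerobiosis 19 respiratory chain genes responded. At 0.08 generations 2 of them were called up-regulated and none down-regulated. Calls of lower levels began with 2 genes at 0.13 generations and 12 at 0.19 generations, and all 19 were called down-regulated at 3 generations. Of the 69 mitochondrial ribosomal protein genes 15 were called up-regulated at 0.13 generations, and 29 down-regulated at 0.38 and 51 at 0.5 generations. ROX1 (YPR065W) changed by −3.03 at 3 generations of anaerobiosis (SE 0.25, adjusted p = 2.2e-08, limma) and HAP1 (YLR256W) by 1.67 (SE 0.18, adjusted p = 3.6e-06). With antimycin A in air neither gene was called, and of the 15 regulators only PSK1 was.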

After a substantive delay (≥ 2 generations), more chronic changes in gene network activity were observed under anaerobiosis that were not observed under aerobiosis in the presence of antimycin A. Network analyses show these included the chronic down-regulation of Hap1- and Hap2/3/4/5-regulated ones involved in mitochondrial functions as well as Rox1-regulated ones involved in redox regulation and carbohydrate usage. 

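Of the 30 DAN/TIR/PAU genes 28 were called in anaerobiosis, none before 1 generation, and 25 were called at 1 generation. UPC2 (YDR213W) changed by 0.80 at 2 generations of anaerobiosis (SE 0.10, adjusted p = 5.0e-05, limma) and was higher than the control in all 3 replicates. MOT3 (YMR070W) changed by −1.96 at 3 generations (SE 0.19, adjusted p = 3.7e-07).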

The last networks to respond (≥ 1 generation) were Upc2-regulated ones involved in cell wall functions and sterol homeostasis. These same networks responded with similar kinetics to anoxia in the presence of antimycin A. An extensive body of previous research (reviewed in [12-14]) has shown that changes in the activity of these *trans*-acting factors result from decreased heme levels as a result of the loss of oxygen for its synthesis and, thus, it is not surprising that these networks fail to respond to antimycin A treatment under normoxic conditions. 

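In the presence of antimycin A, 16 respiratory chain genes were called in anaerobiosis, first at 0.08 generations and with a median first call of 0.13 generations. The 28 DAN/TIR/PAU genes called had their first call at 0.38 generations at the earliest and at 2 generations in the median. Of the mitochondrial ribosomal protein genes 15 were called, with a median first call of 2 generations. Among the regulators, HAP1 changed by 1.41 at 3 generations (SE 0.14, adjusted p = 6.0e-07, limma) and ROX1 by −3.05 at 0.08 generations (SE 0.35, adjusted p = 1.1e-05). MOT3 changed by −2.01 at 0.5 generations (SE 0.30, adjusted p = 0.0022), and was not called with adjustment over all time points together or without moderation. The other regulator called was MSN4 (YKL062W), with 1.03 at 3 generations (SE 0.13, adjusted p = 6.1e-05). UPC2 was not called.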

Others include those involved in mitochondrial ribosomal biogenesis that have apparently lost their 5' ancestral *cis*-regulatory sites and appear to be regulated post-transcriptionally by Puf3 [15]. Although some genes were found to respond in a unique manner to each treatment, clustering analyses reveal the same or similar gene networks respond to oxygen deprivation both the presence and absence of inhibitor.

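Of the genes in the 10 clusters of anaerobiosis in the presence of antimycin A, between 63.6% (cluster 1) and 92.5% (cluster 3) were also called in anaerobiosis without inhibitor. Under antimycin A treatment in air the shares called were between 20.8% (cluster 9) and 70.7% (cluster 2). The largest fall with inhibitor was that of FDH1 (YOR388C), with a log2 change of −5.91 at 3 generations (SE 0.28, adjusted p = 1.2e-14, limma).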

Given that both oxygen deprivation and antimycin A poisoning require metabolic retooling of mitochondrial functions, it is reasonable to postulate that many of the observed changes in gene expression result from retrograde signaling [16]. The retrograde response signals mitochondrial dysfunction to the nucleus and causes changes in the expression of genes associated with peroxisomal activities and anaplerotic pathways that mitigate the loss of the tricarboxylic acid cycle activity [17]. This response also correlates metabolism with stress responses, chromatin-dependent gene activation, and genome stability in yeast aging [18]. 

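Among the genes examined as targets of retrograde signaling, CIT2 (YCR005C) changed by 4.34 on the log2 scale at 0.25 generations of antimycin A treatment in air (SE 0.15, adjusted p = 6.8e-19, limma), DLD3 (YEL071W) by 2.87 (SE 0.13, adjusted p = 3.5e-15) and CIT1 (YNR001C) by 1.34 (SE 0.16, adjusted p = 1.3e-05). PYC1 (YGL062W) changed by 0.89 at the same time point (SE 0.15, adjusted p = 0.0067), but by −0.54 after quantile normalization. At 1 generation ACO1 (YLR304C) was lower than the control, with −1.82 (SE 0.24, adjusted p = 2.4e-04), as was IDH2 (YOR136W), with −1.44 (SE 0.12, adjusted p = 1.5e-08). IDH1 (YNL037C) changed by −1.04 (SE 0.24, adjusted p = 1), and was called with Benjamini-Hochberg adjustment and after quantile normalization. For each of these 7 genes all 3 replicates lay on the side given.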

Not surprisingly, many of the known RTG-dependent genes responded to antimycin A treatment in air [19]. However, there was surprisingly little overlap (21%) between the genes identified here to respond to antimycin A treatment and those from Epstein et. al's study [17], differences that most likely can be attributed to the time points that were sampled in each study, array platforms and differences in experimental conditions. Rather, it is clear that the gene networks that respond to anoxia as well as antimycin A treatment are those involved in the general cellular response to stress.

Is the acute response to respiratory inhibition an "environmental stress response"? While it is common practice to look for congruence in lists of differentially expressed genes among various treatments to answer this question, such comparisons are more meaningful and robust when comparing functional groups and transcriptional units defined by common *cis*-regulatory sequences statistically enriched in the clustered genes. Even when identical experimental treatments are compared, differences in strain backgrounds, media, time courses, expression platforms, statistical criteria, and experimental variation can result in frighteningly little congruence among gene sets. For example, when we compare our transiently responding genes to those that comprise the ESR [2], there is only modest (40%) overlap. However, after performing SOM clustering of the ESR data and calculating FCS and CS as we did for our data sets, we recovered eight clusters of transiently up-regulated genes and four clusters of transiently down-regulated genes in which the predominant *cis*-regulatory sequences and functional categories were nearly the same as in our study. These include rapidly repressed networks involved in aminoacyl-tRNA synthesis and protein synthesis that are enriched for SCB, Swi6 and Abf1 binding sites, and several clusters of transiently repressed genes involved in ribosomal biogenesis, rRNA transcription/processing and/or protein synthesis that are significantly enriched for Fhl1, Rap1, PAC, RRPE, and/or Abf1 sites. Those that were transiently induced are predominated by Msn2/4 and/or Nrg1 sites and enriched for categories of rescue and defense, the stress response, metabolism of energy reserves and peroxisome function. Thus, from a network comparison it is clear that the same or similar gene networks respond to respiratory inhibition as they do to a large number of other environmental challenges.

### Functional Attributes of the General Stress Response

The general stress response was first postulated to explain the phenomenon of cross-protection, wherein exposure to a non-lethal dose of one stress protects against a potentially lethal dose of another, often seemingly unrelated, stress [20-25]. It is now clear that this cross protection is afforded by the transcriptional up-regulation of a common set of general stress-responsive genes involved in diverse cellular functions, including reserve energy regulation, carbohydrate metabolism, protein folding and degradation, oxidative stress defense, autophagy, cytoskeletal reorganization, DNA-damage repair, and other processes [2,4]. However, the degree of cross-protection varies depending on the stresses and it is not always reciprocal, indicating that stress-specific responses are required for full protection from a specific stressor. Stress resistance has also been shown to occur following nutrient deprivation and stationary phase [2,26-28]. A number of different signaling pathways acting in response to specific stressors have been shown to control these stress-responsive genes. Signaling pathways implicated in coordinating the response include the protein kinase C (PKC)-mitogen-activated protein (MAP) kinase pathway following secretion defects and cell wall damage [29-32], the MEC1 pathway following DNA damage [33], and the Ssk1/Ste11-dependent pathways and high osmolarity glycerol (HOG)-MAP kinase cascade following osmotic stress [1,34]. Pathways involved in suppressing the response include the target of rapamycin (TOR) pathway [35], the Snf1 protein kinase pathway [36], and the PKA-MAP kinase pathway [37-39]. Although seemingly complex, such a multiplex of signaling cascades is likely required for dictating specificity in the cellular response to an environment in which a multitude of different parameters (e.g., temperature, osmolarity, pH, O_2 _and other nutrients) can change simultaneously.

From functional analyses of the response, it is clear that a rapid change in steady-state conditions (environmental or physiological) prepares the cell to meet a myriad of unforeseen challenges. From a systems level viewpoint, the cell must coordinate energy metabolism with growth rate, the cell cycle, and any specific requirements dictated by the environmental conditions. Given the gene networks that respond, it would appear that at its core is the sparing of energetic demand by rapidly down-regulating the expression of a large set of genes (~600) involved in energy consuming pathways. Simultaneously, supplies may be bolstered by up-regulating key genes involved in import/utilization of primary and secondary carbon substrates and presumably recycling cellular components through autophagy. More complex changes are observed for genes involved in reserve energy stores (trehalose and glycogen), which presumably reflect appropriate parsing of supplies for cell-cycle function and stress mitigation while preserving a modicum of reserve capacity. In addition to changes in gene expression, many of these latter genes are regulated post-transcriptionally.

In terms of potential energetic sparing measures, more than 70% of the characterized genes [40,41] whose expression is down-regulated in the ESR are involved in protein synthesis, including genes required for ribosome synthesis and processing, RNA polymerase I- and III-dependent transcription, and protein translation. Thus, it should be of no surprise that these include some of the most abundant and shortest-lived mRNAs, namely genes for ribosomal proteins (RP genes) and rRNA transcription. RP genes alone account for about 60% of all transcription-initiation events in rapidly growing yeast cells [42] and a remarkable 90% of all mRNA splicing events. Temporal analyses suggest rapid transcriptional deactivation or silencing of these genes followed by mRNA decay given that the decline in their transcript levels tracks well with their estimated half-lives. Predictable yet less dramatic differences in the expression of these, as well as most other genes that comprise the common stress response, have been shown to result from simply varying the growth rate [7], providing further evidence that their expression is in step with the physiological status of the cell.

In nearly all conditions examined except nutrient starvation [2], the stress response has shown to be transitory, with maximal transcriptional changes frequently observed between 15 and 30 min and a diminishing response after 60 min. Although, multiple interpretations have been provided (e.g., see discussions in [2,4,43]), a simple hypothesis that fits with the transcriptomic data is that all of these environmental challenges, whether perturbations that temporally disrupt catabolic pathways or ones that require rapidly up-regulating costly programs for combating a specific stressor, require the immediate expenditure of sufficient energy as to require the suspension of other cellular operations, such as general protein synthesis. Obviously, such a hypothesis needs to be corroborated with careful measurements of cellular energetics, measurements that are the focus of ongoing studies in the laboratory. After the initial energetic drain, it would appear that a new balance is quickly achieved and cells resume their normal activities given these genes do not continue to be differentially expressed except under nutrient starvation conditions. Moreover, such an interpretation suggests the response is graded according to the degree to which the energetic status of the cell is perturbed, a hypothesis that is directly testable and the subject of additional ongoing experiments in our laboratory.

Finally, several recent studies have suggested that many of the genes that have been previously characterized as "stress responsive" are perhaps more appropriately labeled "growth-rate responsive" [7-9]. In a serious of elegant, nutrient-limited chemostat studies, these authors have shown the expression of most of the genes comprising the ESR is in-step with steady-state growth rate. Thus, rather than responding to the stress directly, perhaps they are responding to a change in growth rate secondary to the stress [8,9]. To determine if the genes we identified are correlated with growth rate, we divide the clustered expression profiles of the anaerobic dataset into groups of transiently and chronically responding ones and then further into repressed and induced sets. Using the online utility  developed by Brauer *et al. *2008 [9] we plotted the distribution of growth-rate slopes for these sets. As shown in Additional file 7, those that are transiently expressed are highly correlated with growth rate whereas those that were more chronically expressed are not. 

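Of the transiently expressed genes, only the repressed ones are followed here, as the genes of anaerobic clusters 1 to 4. Their median log2 change in anaerobiosis was −1.06 ± 0.05 at 0.08 generations, −0.76 ± 0.04 at 0.19, −0.46 ± 0.03 at 0.25, −0.21 ± 0.03 at 0.38 and −0.26 ± 0.02 at 0.5 generations (SD, n = 3). The same genes in antimycin A treatment in air were at −1.02 at 0.08 generations (SD 0.0047), −1.03 ± 0.06 at 0.19, −0.97 ± 0.06 at 0.25, −0.59 ± 0.03 at 0.38 and −0.50 ± 0.08 at 0.5 generations (SD, n = 3). At 0.13 generations, given above for these clusters, the fall in anaerobiosis was larger than at the time points listed here, though close to that at 0.08 generations. In air the fall at 0.13 generations was smaller than at 0.08 and 0.19 generations. Growth rate itself was not analysed here.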

Given this, it is also possible to infer the instantaneous growth rate using these transiently expressed genes [9], which in our datasets suggests a maximal slowing of growth between 0.13 and 0.19 generations (ca. 30 min) in response to N_2 _and antimycin A treatment in air and complete recovery by about 0.5 generations (ca. 2 h). 

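At 3 generations of anaerobiosis 75 (7.46%) of the 1006 genes of the transient anaerobic clusters were called, against 548 (73.6%) of the 745 genes of the chronic clusters. The median log2 change of the transiently repressed clusters 1 to 4 was −0.11 ± 0.02 (SD, n = 3) at that time point, and −0.24 ± 0.05 (SD, n = 3) at 3 generations of antimycin A treatment in air.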

If changes in the expression of these genes are a direct result of differences in growth rate, what is puzzling here is the fact they are not differentially expressed between the strictly fermentative phase, in which the mass doubling time is 4 h, and the respiro-fermentative phase, in which the mass doubling time is 2.4 h. 

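At 3 generations of antimycin A treatment in air 59 genes were called, 48 of them up-regulated and 11 down-regulated, and 52 had already been called within 0.25 generations. At that time point the median log2 change was −0.27 ± 0.16 for the ribosome biogenesis genes (adjusted p = 6.7e-07, camera over the 70 list tests of this treatment), −0.39 ± 0.26 for the cytosolic ribosomal protein genes (adjusted p = 6.7e-16) and 0.52 ± 0.23 for the trehalose and glycogen genes (adjusted p = 1.9e-10), each with the SD of 3 replicates. Camera's p-values here rest on its preset correlation between genes, and no fry test is given for them. The arrays of this time point also had the lowest replicate correlation, 0.457. POX1 was still changed by 2.53 (SE 0.25, adjusted p = 3.5e-07, limma) and HXK1 by 1.94 (adjusted p = 6.8e-07) at 3 generations.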

Rather the response is strictly transitory. What's more is that inhibiting galactose-dependent respiration limits the rate at which ATP can be generated (Q_ATP_) and, thus, it is hard to see how acute changes in cellular energetics cannot be at the core of this response. In other words, that it is the acute change in cellular energetics that initiates the response resulting in the change in growth rate, a hypothesis that is being tested with on-going experiments in our laboratory.

In summary, all eukaryotic cells have necessarily evolved mechanisms for effectively dealing with fluctuations in physical, chemical, and physiological parameters. Even within the relatively protected confines of multicellular organisms, cells experience fluctuations in osmolarity, oxygen and reactive oxygen species as well as various nutrients and noxious substances. Comparative studies have shown that many of the factors important for regulating the stress response, including both signaling pathways (e.g., MAPK) and transcription factors (e.g., AP-1), are conserved from yeast to humans. Understanding the factors that influence this response has important implications for pathophysiological conditions, such as heart disease, tumorigenesis, various metabolic syndromes, and aging, all of which contribute to stress at the cellular level. Here we set forth a hypothesis that at its core is the regulation of cellular energetics via an as yet unidentified metabolic signal. Such internal signals are being actively studied in bacteria [44] but comparatively little work has been done in eukaryotes. Two, partially redundant, serine/threonine kinases containing PAS domains, Psk1 andPsk2, which coordinately regulate protein synthesis and carbohydrate metabolism in response to nutritional status of the cell, have been implicated in signaling in yeast. 

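PSK1 (YAL017W) changed by 1.30 on the log2 scale at 0.08 generations of anaerobiosis (SE 0.12, adjusted p = 1.9e-07, limma) and by 1.20 at 0.19 generations of antimycin A treatment in air (SE 0.14, adjusted p = 2.1e-05). PSK2 (YOL045W) changed by 1.04 at 3 generations of anaerobiosis (SE 0.12, adjusted p = 1.0e-05) and was not called in antimycin A treatment in air. Neither gene was called in anaerobiosis in the presence of antimycin A. All 3 replicates were higher than the control at the time points given.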

Although a small molecule/metabolite is presumed to trigger this response by interacting with the PAS domain, it has not been identified [45,46]. Variants of this system are found from yeast to mammals [47-49]. Thus, future studies with such factors will be of great interest to unravel both the sensing and signaling aspects of this conserved stress response program.

## Methods

### Media and growth conditions

The *S. cerevisiae *strain JM43 (*MATα leu2-3,112 his4-580 trp1-289 ura3-52 [ρ +]*)[50] was used. Liquid pre-cultures were grown in a semi-synthetic galactose medium containing Tween 80, ergosterol, and silicon antifoam (SSG-TEA) [51] with shaking (300 rpm) for 3 – 4 days prior to inoculating a NewBrunswick BioFlo III fermentor (3.5 l working volume) [52]. Batch fermentor cultures were inoculated with a volume of pre-culture to allow for at least six generations of aerobic growth before reaching a cell density of ≈ 1 Klett unit. A control sample was then harvested and 1 μM antimycin A (final concentration; Sigma, St. Louis, MO) was added to the medium. Ten samples were collected (0.04, 0.08, 0.13, 0.19, 0.25, 0.38, 0.5, 1, 2, and 3 generations) over the next three generations of aerobic growth. The sparge gas (1.2 vol. of gas/vol. of medium per min) was then switched from air to 2.5% CO_2 _in O_2_-free N_2 _and the same generation-specific samples were taken over three generations of anaerobic growth. Dissolved O_2 _was controlled and monitored as described previously [52]. Two batch fermentor experiments, in which every other time point was sampled, were conducted to complete the entire time series, which was repeated in triplicate. Cells were harvested using a vacuum filtration apparatus onto filters as described previously [53]. The filtered cells were washed with either sterile de-oxygenated or oxygenated water (as appropriate), flash-frozen in liquid N_2 _within one minute of initiating the sampling, and stored at -80°C for later RNA isolation.

### RNA extraction, cDNA synthesis, and microarray hybridization

Total RNA was extracted from the filtered cells using hot phenol as described previously [53]. Thirty μg of total RNA was used for first-strand cDNA synthesis, and microarray target preparation was performed as described elsewhere [53]. A reference design was used for hybridizing the custom 70-mer oligonucleotide microarrays [5]. The reference consisted of a pool of equal masses of RNA from a 24-h anaerobic culture and a 4-h aerobic culture harvested after prior exposure to 24 h of anaerobiosis. Microarray hybridizations, washing, and scanning were conducted as described previously [5].

### Statistical analyses and data clustering

GenePix Pro software (v4.1, Axon, Union City, CA) was used for spot identification and fluorescence intensity quantification. Data normalization and statistical analyses were performed as described previously [5] using SAS (v9.1, SAS Institute, Cary, NC). After normalization, separate ANOVAs (SAS MIXED procedure with repeated measures) were used to identify genes whose transcript levels responded significantly to three different treatments: (A) anaerobiosis, using data published previously from our laboratory [6]; (B) antimycin A treatment during aerobiosis; and (C) anaerobiosis in the presence of antimycin A. The same generation-specific sampling regime was used for each treatment (0 [control], 0.04, 0.08, 0.13, 0.19, 0.25, 0.38, 0.5, 1, 2, and 3 generations). A step-down Bonferroni post hoc *P*-value adjustment was used to minimize the false discovery rate.

After identifying genes that responded significantly to each treatment, the temporal profiles were separately clustered using Kohonen's self-organizing map (SOM) algorithm [54]) with 1D-string topology and standard correlation as the distance metric. To determine an appropriate K value (cluster number) for gene network recovery, two quality assessment metrics were calculated from the results obtained using a range of K values (from 2 to 30). Consensus Share (CS) is the percentage of genes that were clustered exactly the same over 10 replicate runs of the SOM algorithm (an indicator of clustering robustness), and the Feature Configuration Statistic (FCS) is the probability that the observed configuration of a transcription-factor motif (TFM) among gene clusters arose by chance alone from its multinomial distribution dictated by cluster sizes [5]. For FCS, we assessed the configuration of 2,892 transcription-factor consensus binding sequences or motifs (TFMs) compiled from both experimental and comparative phylogenomic analyses [see Additional file 1]. To narrow the range of potentially interesting K values, we first eliminated those with a CS value < 0.9. We then calculated FCS q values [55] on a K-by-K basis and eliminated any TFMs whose value was > 0.01 for all remaining K values. We then calculated an average FCS P value for all remaining TFMs as a function of K. The clustering result (K value) for each treatment that resulted in the lowest average FCS P value was chosen for gene network analysis. In addition to examining the configuration of consensus binding sequences among gene clusters (FCS *P *value), and calculating their hypergeometric enrichment *P *values within each cluster, we also used MDscan [56] to identify overrepresented sequences in each of the gene clusters that may not be included in our TFM list. For training, we used a set of ≈ 30 expression profiles, but no more than 50% of any cluster, that were closest to the mean expression profile in each cluster. FunSpec [57] was used to calculate hypergeometric *P *values for enriched MIPS functional categories in each gene cluster or for subgroups of genes identified with MDscan.

All microarray data from this study have been deposited in NCBI Gene Expression Omnibus (accession numbers GSE3705 and GSE3706). The anaerobic dataset to which the antimycin A treatments are compared is a subset of accession number GSE2246.

## Authors' contributions

L-CL helped grow the strains, carried out the microarray studies, conducted the statistical and clustering analyses, and helped draft the manuscript. MTK assisted with the microarrays and the statistical and clustering analyses. PVB participated in the design of the study, the growth of strains, collection of RNA, interpretation of the clustering analyses, and drafting the manuscript. KEK conceived the study, participated in its design and coordination, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Transcription-factor consensus binding sequences (TFMs).** The table lists the 2,892 transcription-factor consensus binding sequences (TFMs) compiled from both experimental and comparative phylogenic studies that were used for calculating the feature configuration statistic (FCS). Click here for file

Additional file 2 **Assessment of clustering quality using the feature configuration statistic (FCS) and consensus share (CS) for genes that significantly responded to anaerobiosis (N_2_), antimycin A treatment in air (antimycin A + air), and anaerobiosis in the presence of antimycin A (N_2 _+ antimycin A).** The temporal profiles of genes that responded significantly (*P *< 0.01) to each treatment were separately clustered 10 times using Kohonen's SOM algorithm with 1-D string topology and Pearson correlation as the distance metric. The average FCS *P *value (solid line, left ordinate) for 2,892 transcription-factor consensus binding sequences (TFMs) and CS (dotted line, right ordinate) are plotted as a function of cluster number (K). Click here for file

Additional file 3 **Abridged list of TFMs, MDscan sequence logos, and MIPS functional categories significantly enriched from clustering the genomic responses to each treatment.** The tables provide an overview of consensus sequence motifs (TFMs), MDscan sequence logos, and MIPS functional categories that were significantly (p < 0.01) enriched from clustering the genomic responses to anaerobiosis (A), antimycin A treatment under normoxia (B), and antimycin A treatment under normoxia (C). See additional files 4, 5, 6 for unabridged listings. Click here for file

Additional file 4 **Unabridged list of TFMs and MIPS functional categories that were significantly (*P *< 0.01) enriched from clustering the 1754 genes that were differentially (*P *< 0.01) expressed in response to anaerobiosis in galactose medium.** The data are for the wild-type strain over 3 generations of anoxia. SOM clustering was used with K = 13. Genes that are contained in each of the clusters presented in Figure 3A in the manuscript are provided in the "Gene-Cluster Membership" worksheet. Click here for file

Additional file 5 **Unabridged list of TFMs and MIPS functional categories that were significantly (p < 0.01) enriched from clustering the 901 genes that were differentially (p < 0.01) expressed in response antimycin A treatment under normoxia in galactose medium.** The data are for the wild-type strain over 3 generations following antimycin A treatment in air. SOM clustering was used with K = 6. Genes that are contained in each of the clusters presented in Figure 3B in the manuscript are provided in the "Gene-Cluster Membership" worksheet. Click here for file

Additional file 6 **Unabridged list of TFMs and MIPS functional categories that were significantly (p < 0.01) enriched from clustering the 669 genes that were differentially (p < 0.01) expressed in response antimycin A treatment under anoxia in galactose medium.** The data are for the wild-type strain over 3 generations of anoxia following a 3-generation treatment with antimycin A in air. SOM clustering was used with K = 10. Genes that are contained in each of the clusters presented in Figure 3C in the manuscript are provided in the "Gene-Cluster Membership" worksheet. Click here for file

Additional file 7 **Distribution of regression slopes for genes that were acutely repressed (Figure 1), chronically repressed (Figure 2), acutely induced (Figure 3), and chronically induced (Figure 4) in response to anaerobiosis.** The graphs show the distribution of growth-rate slopes for specific gene clusters from the anaerobic dataset (black) in comparison to ESR-induced (red) and ESR-repressed genes (green). The graphs were generated using the online utility  developed by Brauer *et al. *2008 [9]. Click here for file

# Supplementary material for: Comparison of the transcriptomic "stress response" evoked by antimycin A and oxygen deprivation in saccharomyces cerevisiae
**Source:** BMC Genomics. 2008 Dec 23;9:627. doi: 10.1186/1471-2164-9-627
**Supplement:** Additional file 3 — Abridged list of TFMs, MDscan sequence logos, and MIPS functional categories significantly enriched from clustering the genomic responses to each treatment. The tables provide an overview of consensus sequence motifs (TFMs), MDscan sequence logos, and MIPS functional categories that were significantly (p < 0.01) enriched from clustering the genomic responses to anaerobiosis (A), antimycin A treatment under normoxia (B), and antimycin A treatment under normoxia (C). See additional files 4, 5, 6 for unabridged listings.

**TABLE 1**. Selected list of enriched consensus sequence motifs (TFMs), MDscan sequence logos, and MIPS functional categories in clusters*a* of genes differentially expressed in response to anoxia in galactose medium.

| **Cluster** | **Gene**  **no*.*** | **TFM** | **Reference(s)** | **Share (%)** | ***P*-value*b***  **(set/genome)** | **MDscan motif logo (corr.)**  **(freq. & score)** | **MIPS functional category enrichment** | ***P*-value*c***  **(genomic)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CN2 1 | 83 | SWI4 | [1-6] | 70 | 5.2 / 3.5 | 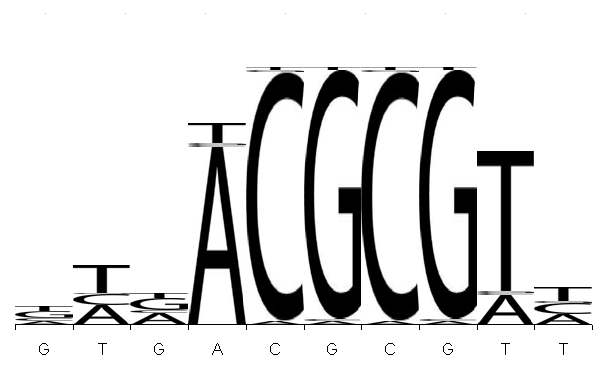  MBP1[2] (0.99), MCB [7] (0.99)  (41/83 genes, 3.9) | Amino acid biosynthesis / Metabolism | 9.1 |
|  |  | MCB | [8, 9] | 50 | 5.5 / 5.4 | Metabolism | 5.7 |
|  |  | SCB | [2, 8, 9] | 40 | 2.2 / 2.2 | DNA synthesis & replication / Process.  (*for MDscan Motif Genes, P ≥ 7.1*) |  4.5 |
|  |  | SWI6 | [1, 2, 4] | 40 | 5.1 / 4.0 | Cell cycle and DNA processing  *(for MDscan Motif Genes, P = 6.6* ) | 3.4 |
| CN2 2 | 164 | ABF1 | [1-5, 8-11] | 70 | 9.5 / 11.3 | 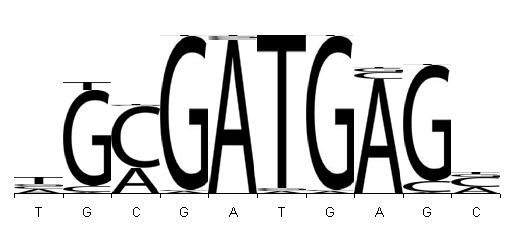  (<0.8 correlation coefficient)  (64/164 genes, 4.5) | rRNA transcription / Synthesis  (*for MDscan Motif Genes, P ≥ 4.4*) |  4.3 |
|  |  | PAC | [3] | 60 | 5.0 / 9.0 | Translation | 3.6 |
|  |  | SWI4 | [1-6] | 50 | 3.0 / 4.0 | tRNA transcription / Synthesis  (*for MDscan Motif Genes, P ≥ 2.9*) | 3.5 |
|  |  | RRPE | [3] | 40 | 12.2 / ≥32 | Nucleus | 2.3 |
| CN2 3 | 121 | ABF1 | [1-5, 8-11] | 70 | 4.3 / 4.7 | 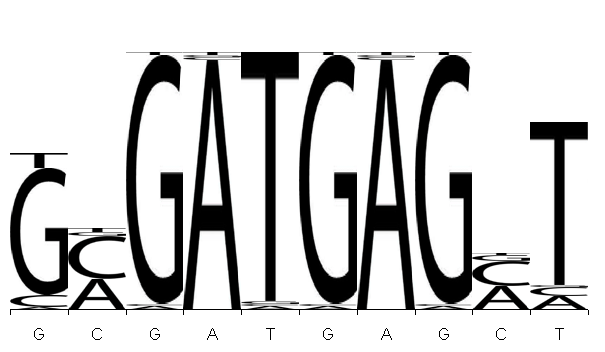  PAC[7] (1.0)  (73/121 genes, 5.1) | rRNA transcription / Processing  (*for MDscan Motif Genes, P ≥ 5.3*) |  7.6 |
|  |  | PAC | [3] | 70 | 10.4 / 12.7 | Pyrimidine ribonucleotide metabolism | 3.7 |
|  |  | RRPE | [3] | 50 | 11.5 / 11.3 | Protein synthesis | 2.9 |
|  |  |  |  |  |  | Ribosome biogenesis | 2.6 |
| CN2 4 | 265 | PAC | [3] | 60 | 10.1 / 15.0 | 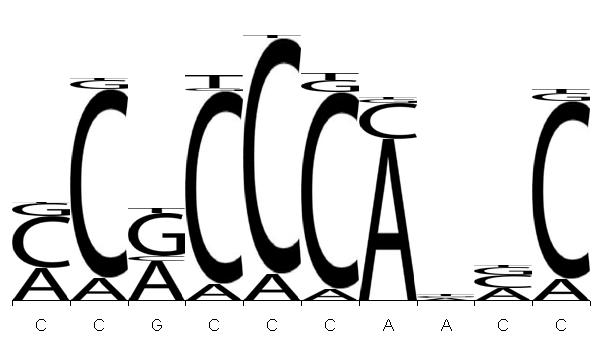  RAP1[2] (0.83)  (106/266 genes, 3.9) | Ribosome biogenesis  *(for MDscan Motif Genes, P = 14 )* | 14.0 |
|  |  | ABF1 | [1] | 30 | 6.7 / 11.1 | Protein synthesis  *(for MDscan Motif Genes, P = 14 )* | 14.0 |
|  |  | RRPE | [3] | 30 | 7.2 / 11.5 | Purine ribonucleotide metabolism | 10.8 |
|  |  |  |  |  |  | rRNA processing / Transcription |  7.7 |
| CN2 5 | 226 | HAP1 | [2, 3, 5, 8-10, 12-14] | 30 | 9.1 / 7.4 | 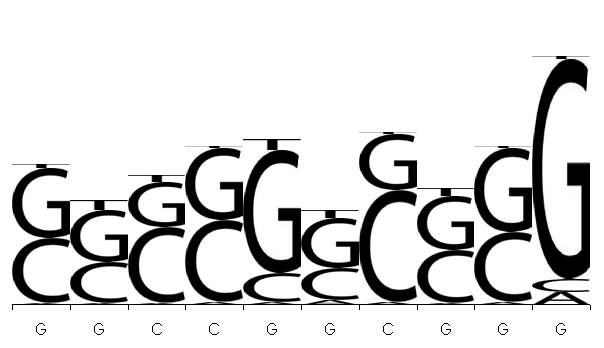SUT1[2] (0.85)  (86/226 genes, 4.5) | Energy / Mitochondrion / Respiration  *(for MDscan Motif Genes, P ≥ 7.1 )* | 14.0 |
|  |  |  |  |  |  | Ionic homeostasis  *(for MDscan Motif Genes, P = 4.6 )* | 7.0 |
|  |  |  |  |  |  | Mitochondrial transport  *(for MDscan Motif Genes, P = 3.9 )* | 6.9 |
|  |  |  |  |  |  | Transport facilitation  *(for MDscan Motif Genes, P = 4.4 )* | 6.2 |
| CN2 6 | 154 | 3’-PUF3 | [12, 15] | 60 | 22.7 / 24.2 | 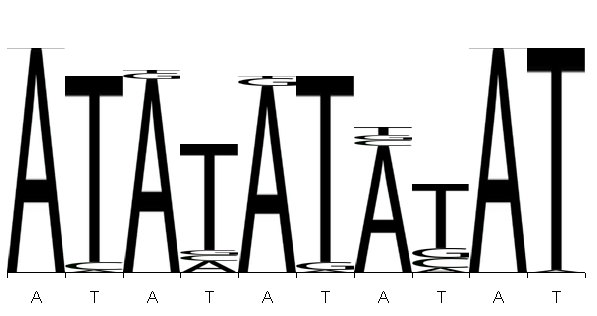 (<0.8 correlation coefficient)  (55/154 genes, 4.0) | Mito./ Ribo. biogen. / Protein synth.  *(for MDscan Motif Genes, P ≥ 5.5 )* | 14.0 |
|  |  | 3’-Motif6 | [3] | 20 | 11.7 / ≥32 | Energy / Respiration |  3.6 |
|  |  | 3’-CYTGTAAATA | [16] | 10 | 9.3 / 8.4 | Tricarboxylic-acid pathway | 3.5 |
|  |  |  |  |  |  | Assembly of protein complexes | 2.7 |
| CN2 7 | 94 | UME6 | [2, 12, 17, 18] | 10 | 2.1 / 2.2 | 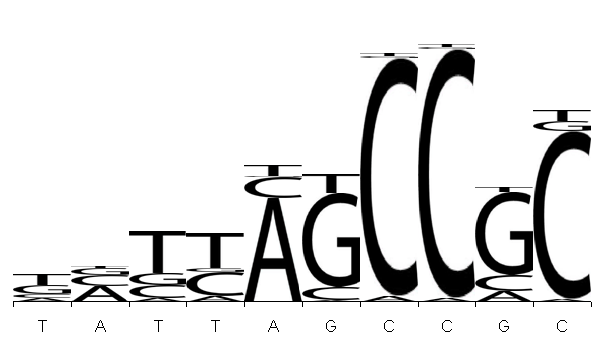UME6[19] (0.93)  (55/94 genes, 3.4) | Amino acid metabolism | 2.5 |
|  |  |  |  |  |  | Lipid, fatty-acid and isoprenoid utilization | 2.2 |
|  |  |  |  |  |  | Protein folding and stabilization | 2.8 |
|  |  |  |  |  |  |  |  |

*Continued on following page*

*TABLE 1 − Continued*

| **Cluster** | **Gene**  **no*.*** | **TFM** | **Reference(s)** | **Share (%)** | ***P*-value*b***  **(set/genome)** | **MDscan motif logo (corr.)**  **(freq. & score)** | **MIPS functional category enrichment** | ***P*-value*b***  **(genomic)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CN2 8 | 147 | STRE*d* | [9] | 70 | 4.5 / 7.1 | 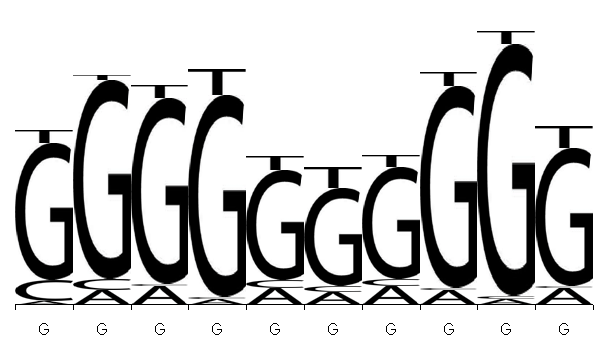STRE[7] (0.91)  (34/147 genes, 4.3) | C-cmpd. & carbo. metab. / Transport  *(for MDscan Motif Genes, P ≥ 3.3 )* |  5.1 |
|  |  | MSN2/4 | [2] | 60 | 6.2 / 9.4 | Proteolytic degradation  *(for MDscan Motif Genes, P = 2.7 )* | 6.1 |
|  |  | MIG1 | [3] | 20 | 2.1 / 3.0 | Lysosomal and vacuolar degradation | 4.2 |
|  |  |  |  |  |  | Metabolism of energy reserves | 3.7 |
| CN2 9 | 132 | STRE*d* | [3, 8, 9, 20] | 80 | 10.0 / 9.2 | 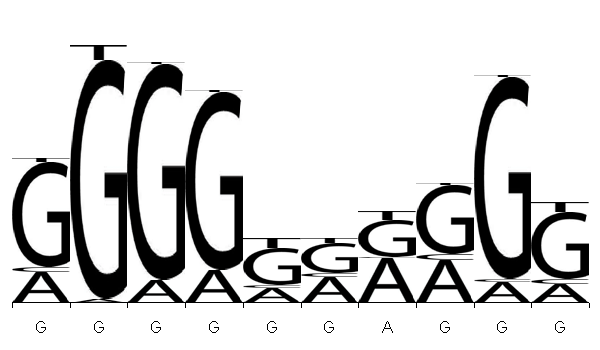STRE[7] (0.84)  (76/132 genes, 4.0) | C-cmpd. & carbo. metab. / Utilization  *(for MDscan Motif Genes, P ≥ 7.1 )* |  6.4 |
|  |  | MSN2/4 | [21] | 60 | 10.5 / 10.7 | Metabolism of energy reserves  *(for MDscan Motif Genes, P = 9.5 )* | 8.6 |
|  |  |  |  |  |  | C-cmpd, carbo. transport(ers)  *(for MDscan Motif Genes, P ≥ 2.2 )* |  2.6 |
|  |  |  |  |  |  | Cellular import | 2.3 |
| CN2 10 | 78 | CBF1/PHO4 | [3, 22] | 20 | 2.5 / 3.7 | 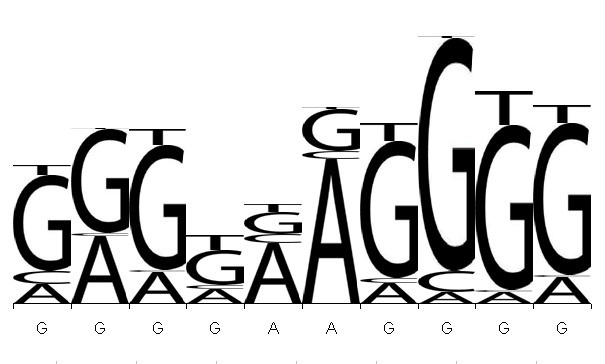  STRE[7] (0.84)  (45/78 genes, 3.3) | C-cmpd. & carbo. metab. / Utilization  *(for MDscan Motif Genes, P ≥ 2.2 )* |  3.3 |
|  |  | MET31 | [1] | 10 | 3.0 / 4.5 | Metabolism | 3.1 |
|  |  | MET4 | [1] | 10 | 2.4 / 3.4 | Regulation of nitrogen & sulfur utilization / Metabolism |  2.3 |
|  |  |  |  |  |  |  |  |
| CN2 11 | 67 | ROX1 | [8, 9] | 30 | 3.4 / 2.7 | 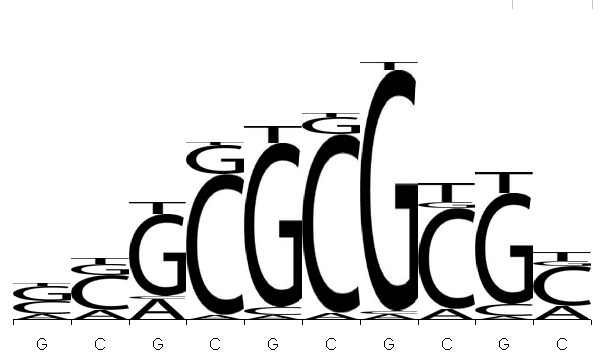  (<0.8 correlation coefficient)  (16/68 genes, 3.6) | Glycolysis and gluconeogenesis | 7.2 |
|  |  | YCTATTGTT | [3] | 20 | 3.0 / 4.0 | Amino acid biosynthesis | 4.4 |
|  |  | MET31 | [1] | 10 | 2.1 / 2.5 | Regulation of carbo. utilization / Metabolism |  2.8 |
|  |  | MET4 | [1] | 10 | 3.5 / 3.0 | Nitrogen and sulfur utilization | 3.1 |
| CN2 12 | 98 | UPC2 | [23, 24] | 40 | 2.2 / NS | 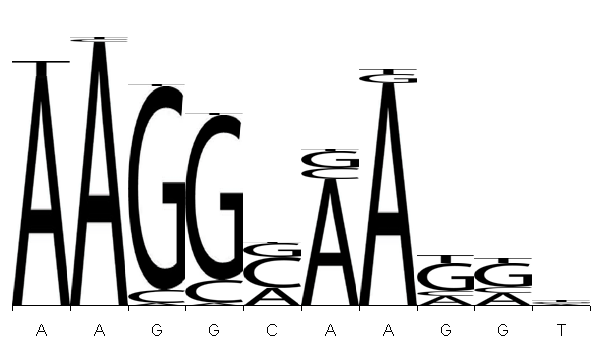 (<0.8 correlation coefficient)  (69/98 genes, 3.4) | C-cmpd. & carbo. metab. / Utilization  *(for MDscan Motif Genes, P ≥ 2.8 )* |  2.3 |
|  |  | ROX1 | [2] | 20 | 2.3 / 2.3 | Extracellular / secretion proteins | 3.6 |
|  |  |  |  |  |  | Biosynth. vitam., cofact. & prosth.  *(for MDscan Motif Genes, P = 2.6 )* | 3.4 |
|  |  |  |  |  |  | Glycolysis and gluconeogenesis | 2.7 |
| CN2 13 | 125 | UPC2 | [23, 24] | 60 | 12.0 / 10.2 | 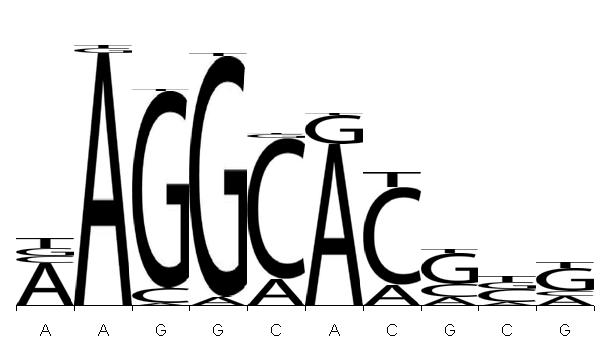  PHD1[19] (0.83)  (91/125 genes, 4.0) | Stress response  *(for MDscan Motif Genes, P = 8.4 )* | 6.5 |
|  |  | ROX1 | [2] | 20 | 2.2 / 2.7 | Cell rescue, defense and virulence  *(for MDscan Motif Genes, P = 7.5 )* | 6.3 |
|  |  |  |  |  |  | Cell wall  *(for MDscan Motif Genes, P = 5.5 )* | 4.0 |
|  |  |  |  |  |  | Lipid, FA & isoprenoid biosynthesis / Metabolism |  2.5 |

*a* SOM clustering with 1D ring topology (*K* = 13).

*b* *p*-value (-log10(*p*)) for TFM enrichment relative to clustered genes (1754) / *p*-value (-log10(*p*)) for TFM enrichment relative to genome.

*c* *p*-value (-log10(*p*)) for MIPS functional category enrichment.

*d* STRE (AGGGG) has been listed as the binding site for Msn2, Msn4, Gis1 and/or Rph1 by different authors (citations above).

**TABLE 2.**  Selected list of enriched consensus sequence motifs (TFMs), MDscan sequence logos, and MIPS functional categories in clusters*a* of genes differentially expressed in response to antimycin A in air.

| **Cluster** | **Gene**  **no*.*** | **TFM** | **Reference(s)** | **Share (%)** | ***P*-value*b***  **(set/genome)** | **MDscan motif logo (corr.)**  **(freq. & score)** | **MIPS functional category enrichment** | ***P*-value*c***  **(genomic)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CA-O2 1 | 30 | MCB | [8, 9] | 60 | 3.7 / 4.2 | 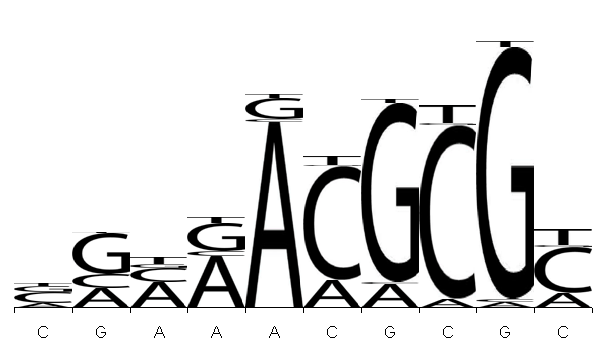  MBP1[19] (0.94), SWI6[19] (0.93)  (29/30 genes, 3.1) | Amino acid biosynthesis / Metabolism | 2.6 |
|  |  | MBP1 | [3, 5] | 30 | 4.4 / 4.1 | Metabolism | 2.6 |
|  |  | SWI4 | [1] | 30 | 4.0 / 3.5 | DNA synthesis and replication  *(for MDscan Motif Genes, P = 2.4)* | 2.0 |
|  |  | GCN4 | [4] | 20 | 3.5 / 3.1 |  |  |
| CA-O2 2 | 121 | ABF1 | [1-5, 8-11] | 70 | 3.5 / 5.2 | 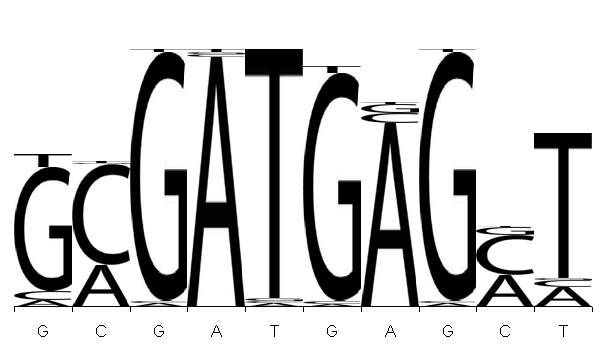PAC[7] (1.0)  (56/121 genes, 4.8) | Nucleus  *(for MDscan Motif Genes, P = 3.8)* | 6.7 |
|  |  | PAC | [3] | 60 | 3.0 / 9.0 | rRNA transcription / Synthesis  *(for MDscan Motif Genes, P ≥ 2.4)* | ≥4.1 |
|  |  | MCB | [9] | 40 | 4.7 / 4.5 | DNA synthesis & replication / Process. | ≥3.5 |
|  |  | RRPE | [3] | 30 | 3.3 / 8.0 | Cell cycle and DNA processing | 4.3 |
| CA-O2 3 | 310 | PAC | [3] | 70 | 14.2 / 23.1 | 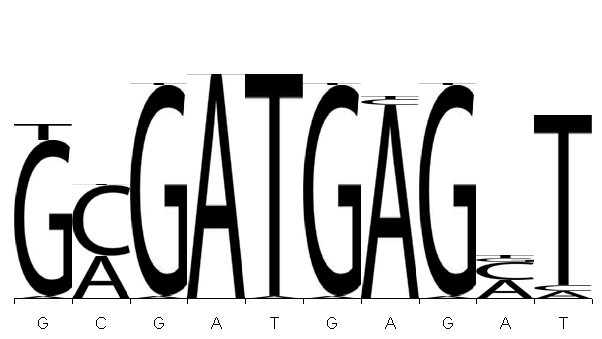PAC[7] (1.0)  (130/310 genes, 6.0) | rRNA transcription / Processing  *(for MDscan Motif Genes, P = 14.0)* | ≥13.2 |
|  |  | ABF1 | [1-5, 8-11] | 60 | 5.0 / 7.3 | Protein synthesis / Ribosome biogenesis | ≥10.3 |
|  |  | RRPE | [3] | 40 | 12.4 / ≥32 | tRNA transcript. / Modification / Synth.  *(for MDscan Motif Genes, P = 2.2)* | ≥2.6 |
|  |  |  |  |  |  | Purine / Pyrimidine ribonucleotide metabolism | ≥4.2 |
| CA-O2 4 | 255 | STRE*d* | [3, 8, 9, 20] | 80 | 19.0 / 28.5 | 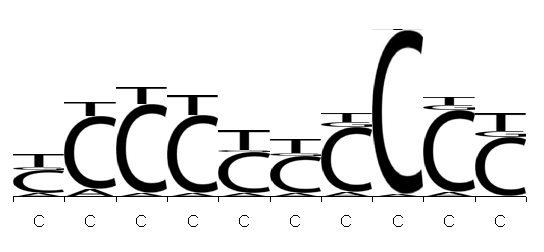STRE[7] (0.93)  (85/255 genes, 4.7) | Metabolism of energy reserves  *(for MDscan Motif Genes, P = 2.1)* | 10.2 |
|  |  | MSN2/4 | [2] | 70 | 26.5 / 34.5 | C-cmpd. & carbo. metab. / Util. / Trans.  *(for MDscan Motif Genes, P = 2.0)* | ≥4.1 |
|  |  | MIG1 | [3] | 30 | 2.7 / 4.7 | Energy  *(for MDscan Motif Genes, P = 2.7)* | 7.1 |
|  |  |  |  |  |  | Stress response | 3.6 |
| CA-O2 5 | 101 | STRE*d* | [3, 8, 9, 20] | 70 | 3.0 / 7.5 | 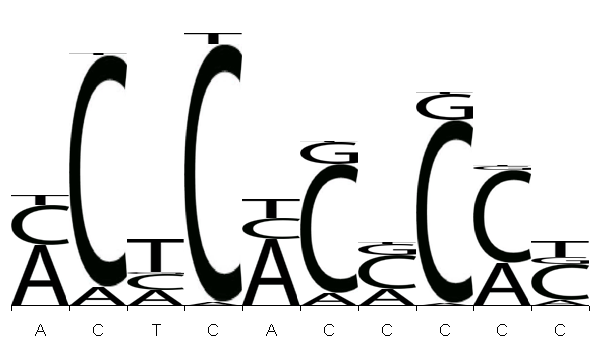STRE[7] (0.76)  (80/101 genes, 3.8) | C-compd. & carbo. metab. / Utilization  *(for MDscan Motif Genes, P ≥ 6.2)* | ≥9.8 |
|  |  | ADR1/MIG1 | [10] | 20 | 3.0 / 2.3 | Energy  *(for MDscan Motif Genes, P = 4.8)* | 6.4 |
|  |  |  |  |  |  | Amino acid metabolism  *(for MDscan Motif Genes, P = 3.3)* | 4.0 |
|  |  |  |  |  |  | Stress response  *(for MDscan Motif Genes, P = 3.0)* | 4.0 |
| CA-O2 6 | 84 | GCN4 | [2] | 20 | 2.5 / 3.0 | 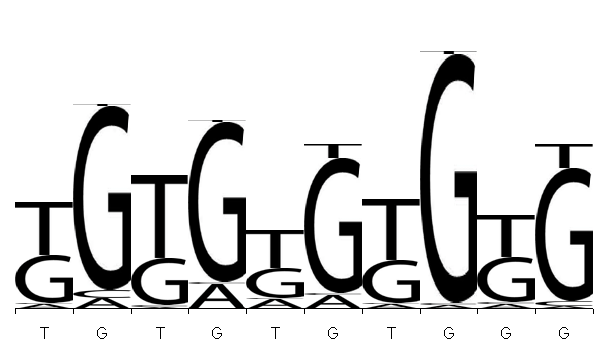  (<0.8 correlation coefficient)  (39/84 genes, 4.1) | Energy  *(for MDscan Motif Genes, P = 2.3)* | 6.0 |
|  |  | MIG1 | [3] | 20 | 3.0 / 4.3 | Glycolysis and gluconeogenesis | 5.2 |
|  |  |  |  |  |  | C-compd. & carbo. metab. / Utilization  *(for MDscan Motif Genes, P ≥ 2.3)* | ≥4.4 |
|  |  |  |  |  |  | Amino acid metabolism / Degradation  *(for MDscan Motif Genes, P ≥ 2.8)* | ≥2.9 |

*a* SOM clustering with 1D ring topology (*K* = 6).

*b* *p*-value (-log10(*p*)) for TFM enrichment relative to clustered genes (901) / *p*-value (-log10(*p*)) for TFM enrichment relative to genome.

*c* *p*-value (-log10(*p*)) for MIPS functional category enrichment.

*d* STRE (AGGGG) has been listed as the binding site for Msn2, Msn4, Gis1 and/or Rph1 by different authors (citations above).

**TABLE 3.** Selected list of enriched consensus sequence motifs (TFMs), MDscan sequence logos, and MIPS functionalcategories in clusters*e* of genes differentially expressed in response to anaerobiosis in the presence of antimycin A.

| **Cluster** | **Gene**  **no*.*** | **TFM** | **Reference(s)** | **Share (%)** | ***P*-value*b***  **(set/genome)** | **MDscan motif logo (corr.)**  **(freq. & score)** | **MIPS functional category enrichment** | ***P*-value*c***  **(genomic)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CA-N2 1 | 22 | GCN4 | [4] | 30 | 2.5 / 2.7 | 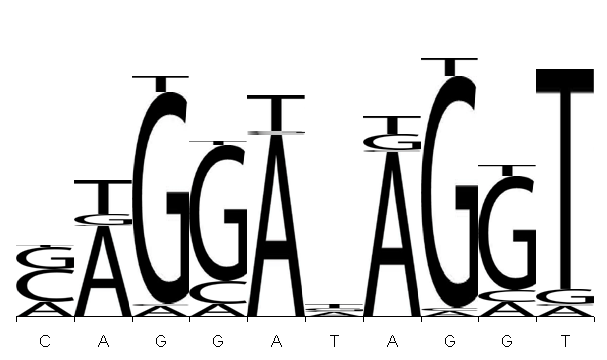  (<0.8 correlation coefficient)  (22/22 genes, 3.0) |  |  |
|  |  | M429*e*  (RRPE) | [25] | 20 | 2.7 / 2.5 |  |  |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| CA-N2 2 | 41 | PUT3 | [1-5, 8, 9] | 40 | 3.5 / 3.5 | 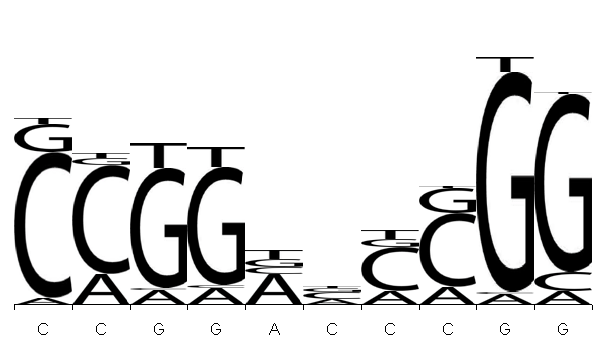  (<0.8 correlation coefficient)  (34/41 genes, 3.3) | Pyrimidine ribonucleotide metabolism | 4.5 |
|  |  | HAP1 | [12, 13] | 20 | 2.1 / 2.7 | Lipid, FA & isopren. Synth. / Metab.  *(for MDscan Motif Genes, P ≥ 2.2)* | ≥2.6 |
|  |  |  |  |  |  | Nitrogen and sulfur util. / Metab.  *(for MDscan Motif Genes, P = 2.2)* | ≥2.0 |
|  |  |  |  |  |  | Amino acid biosynthesis  *(for MDscan Motif Genes, P = 2.2)* | 2.2 |
| CA-N2 3 | 53 | PUT3 | [10] | 40 | 2.2 / 3.4 | 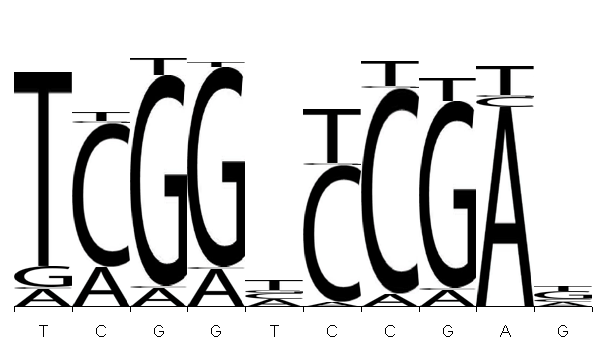  (<0.8 correlation coefficient)  (24/53 genes, 3.2) | Respiration  *(for MDscan Motif Genes, P = 2.5)* | 10.0 |
|  |  | 3’-CTH2 | [26] | 30 | 3.0 / 3.5 | Mitochondrion | 8.5 |
|  |  |  |  |  |  | Energy  *(for MDscan Motif Genes, P = 2.1)* | 7.0 |
| CA-N2 4 | 89 | 3’-PUF3 | [12, 15] | 50 | 10.0 / 9.5 | 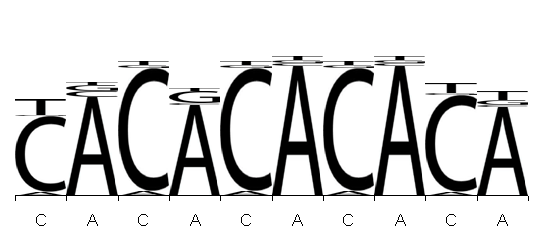MET31[19] (0.81)  (8/89 genes, 4.1) | Mitochondrion  *(for MDscan Motif Genes, P = 2.3)* | 14.0 |
|  |  | PUT3 | [10] | 40 | 3.3 / 5.4 | Respiration | 7.5 |
|  |  | 3’-Motif6 | [3] | 20 | 6.0 / 5.2 | Energy |  |
|  |  |  |  |  |  | Protein synthesis | 3.9 |
| CA-N2 5 | 39 | GGAAARRGRW | [25] | 30 | 2.4 / 2.0 | 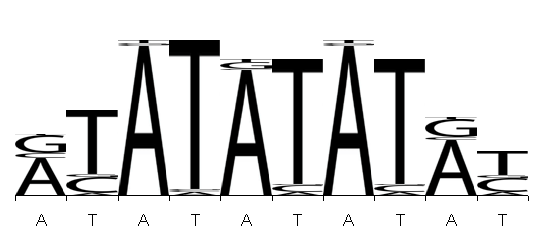AT repeat[7] (0.93)  (16/39 genes, 3.1) | Amino acid metabolism / Biosynthesis *(for MDscan Motif Genes, P ≥ 3.3)* | ≥2.2 |
|  |  | M776 *e*  (RRPE) | [25] | 20 | 2.0 / 2.0 | Oxidation of fatty acids | 3.1 |
|  |  |  |  |  |  | Mitochondrion | 2.8 |
|  |  |  |  |  |  | Nitrogen and sulfur metabolism | 2.0 |
| CA-N2 6 | 95 | SWI6 | [2] | 20 | 3.5 / 3.2 | 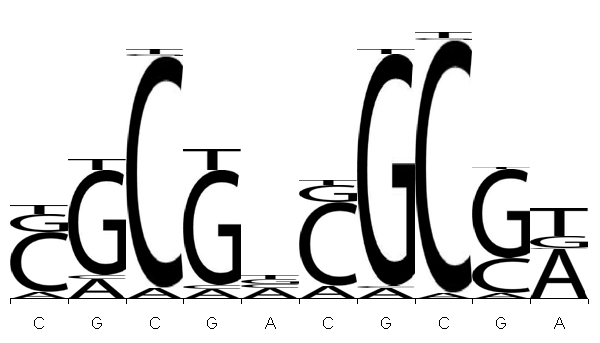  (<0.8 correlation coefficient)  (31/95 genes, 3.7) | Metabolism | 7.3 |
|  |  |  |  |  |  | C-compd. & carbo. metab. / Utilization *(for MDscan Motif Genes, P = 2.5)* | ≥5.0 |
|  |  |  |  |  |  | Extracellular / Secretion proteins  *(for MDscan Motif Genes, P = 2.6)* | 2.5 |
| CA-N2 7 | 116 | ROX1 | [8, 9] | 30 | 7.0 / 4.2 | 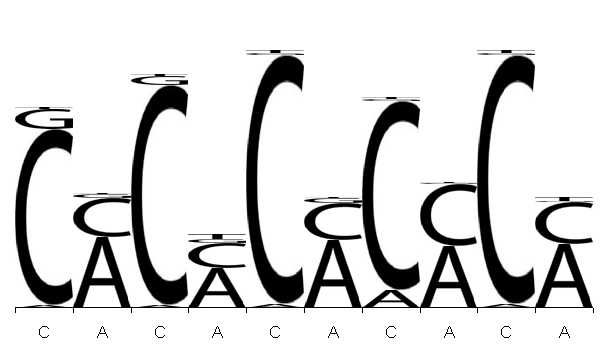STRE[7] (0.80)  (35/116 genes, 4.3) | Metabolism | 7.7 |
|  |  |  |  |  |  | Metabolism of energy reserves  *(for MDscan Motif Genes, P = 3.5)* | 6.5 |
|  |  |  |  |  |  | C-compd. & carbo. metab. / Utilization | ≥5.2 |
|  |  |  |  |  |  | Energy | 4.2 |

*Continued on following page*

TABLE 3 − *Continued*

| **Cluster** | **Gene**  **no*.*** | **TFM** | **Reference(s)** | **Share (%)** | | ***P*-value*b***  **(set/genome)** | **MDscan motif logo (corr.)**  **(freq. & score)** | **MIPS functional category enrichment** | | ***P*-value*c***  **(genomic)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CA-N2 8 | 53 | MSN2/4 | [2] | 60 | 2.5 / 2.4 | | 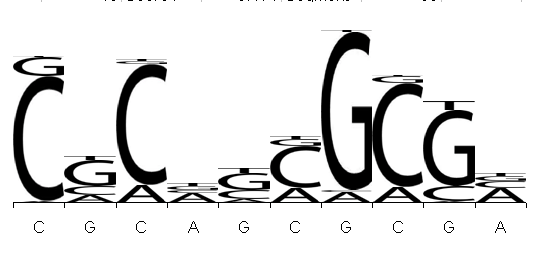SUT1[19] (0.80)  (26/53 genes, 3.2) | Stress response  *(for MDscan Motif Genes, P = 4.0)* | 4.9 | |
|  |  |  |  |  |  | | Cell rescue, defense and virulence  *(for MDscan Motif Genes, P = 2.9)* | 4.8 | |
|  |  |  |  |  |  | | C-compd. & carbo. metab. / Utilization | ≥3.5 | |
| CA-N2 9 | 101 | UPC2 | [23, 24] | 60 | 8.0 / 11.7 | | 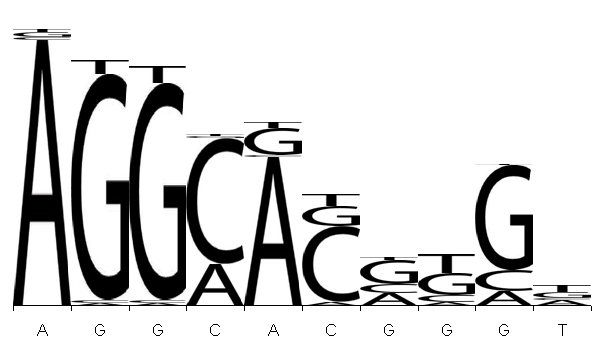PHD1[19] (0.86),  MOT3[2] (0.81)  (64/101 genes, 3.6) | Stress response  *(for MDscan Motif Genes, P = 7.3)* | 14.0 | |
|  |  | AFT2 | [2, 10] | 50 | 3.0 / 4.1 | | Cell rescue, defense and virulence  *(for MDscan Motif Genes, P = 5.3)* | 10.4 | |
|  |  |  |  |  |  | | Cell wall  *(for MDscan Motif Genes, P = 3.7)* | 4.6 | |
|  |  |  |  |  |  | | Extracellular / Secretion proteins  *(for MDscan Motif Genes, P = 2.0)* | 3.6 | |
| CA-N2 10 | 60 | RPH1 | [2, 4, 10, 12] | 30 | 2.1 / 2.7 | | 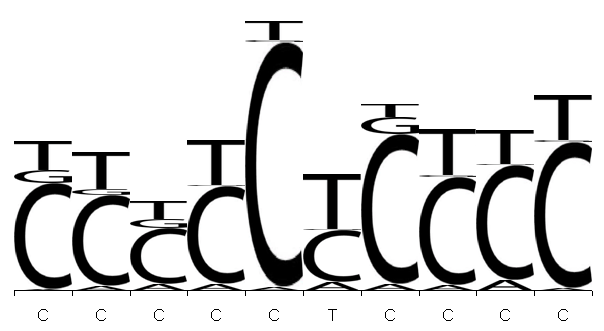  STRE[7] (0.88)  (33/60 genes, 3.4) | Amino acid biosynthesis / Metabolism | ≥4.7 | |
|  |  | YAP5 | [27] | 20 | 2.2 / NS | | Metabolism | 5.3 | |
|  |  | GCN4 | [1] | 10 | 2.7 / 3.5 | | Lipid, FA and isoprenoid biosynthesis / Metabolism | ≥2.4 | |
|  |  |  |  |  |  | | Detoxification with cytochrome p450  *(for MDscan Motif Genes, P = 4.0)* | 3.3 | |

*a* SOM clustering with 1D ring topology (*K* = 10).

*b* *p*-value (-log10(*p*)) for TFM enrichment relative to clustered genes (669) / *p*-value (-log10(*p*)) for TFM enrichment relative to genome.

*c* *p*-value (-log10(*p*)) for MIPS functional category enrichment.

*d* STRE (AGGGG) has been listed as the binding site for Msn2, Msn4, Gis1 and/or Rph1 by different authors (citations above).

*e* See supplementary Table S4 for explanation of numbered motifs: F = functional motif; C = coherent motif from reference [28].

References

1. Grishin AV, Rothenberg M, Downs MA, Blumer KJ: **Mot3, a Zn finger transcription factor that modulates gene expression and attenuates mating pheromone signaling in *Saccharomyces cerevisiae***. *Genetics* 1998, **149:**879-892.

2. Harbison CT, Gordon DB, Lee TI, Rinaldi NJ, Macisaac KD, Danford TW, Hannett NM, Tagne JB, Reynolds DB, Yoo J, Jennings EG, Zeitlinger J, Pokholok DK, Kellis M, Rolfe PA, Takusagawa KT, Lander ES, Gifford DK, Fraenkel E, Young RA: **Transcriptional regulatory code of a eukaryotic genome**. *Nature* 2004, **431:**99-104.

3. Kellis M, Patterson N, Endrizzi M, Birren B, Lander ES: **Sequencing and comparison of yeast species to identify genes and regulatory elements**. *Nature* 2003, **423:**241-254.

4. Lee TI, Rinaldi NJ, Robert F, Odom DT, Bar-Joseph Z, Gerber GK, Hannett NM, Harbison CT, Thompson CM, Simon I, Zeitlinger J, Jennings EG, Murray HL, Gordon DB, Ren B, Wyrick JJ, Tagne JB, Volkert TL, Fraenkel E, Gifford DK, Young RA: **Transcriptional regulatory networks in *Saccharomyces cerevisiae***. *Science* 2002, **298:**799-804.

5. Svetlov VV, Cooper TG: **Review: compilation and characteristics of dedicated transcription factors in *Saccharomyces cerevisiae***. *Yeast* 1995, **11:**1439-1484.

6. Taba MR, Muroff I, Lydall D, Tebb G, Nasmyth K: **Changes in a SWI4,6-DNA-binding complex occur at the time of HO gene activation in yeast**. *Genes Dev* 1991, **5:**2000-2013.

7. Hughes JD, Estep PW, Tavazoie S, Church GM: **Computational identification of *cis*-regulatory elements associated with groups of functionally related genes in *Saccharomyces cerevisiae***. *J Mol Biol* 2000, **296:**1205-1214.

8. Zhu J, Zhang MQ: **SCPD: a promoter database of the yeast *Saccharomyces cerevisiae***. *Bioinformatics* 1999, **15:**607-611.

9. Xing B, van der Laan MJ: **A statistical method for constructing transcriptional regulatory networks using gene expression and sequence data**. *J Comput Biol* 2005, **12:**229-246.

10. Wang T, Stormo GD: **Identifying the conserved network of cis-regulatory sites of a eukaryotic genome**. *Proc Natl Acad Sci U S A* 2005.

11. de Winde JH, Grivell LA: **Global regulation of mitochondrial biogenesis in *Saccharomyces cerevisiae*: ABF1 and CPF1 play opposite roles in regulating expression of the *QCR8* gene, which encodes subunit VIII of the mitochondrial ubiquinol-cytochrome *c* oxidoreductase**. *Mol Cell Biol* 1992, **12:**2872-2883.

12. Gasch AP, Moses AM, Chiang DY, Fraser HB, Berardini M, Eisen MB: **Conservation and evolution of cis-regulatory systems in ascomycete fungi**. *PLoS Biol* 2004, **2:**e398.

13. King DA, Zhang L, Guarente L, Marmorstein R: **Structure of a HAP1-DNA complex reveals dramatically asymmetric DNA binding by a homodimeric protein**. *Nat Struct Biol* 1999, **6:**64-71.

14. Vuidepot AL, Bontems F, Gervais M, Guiard B, Shechter E, Lallemand JY: **NMR analysis of CYP1(HAP1) DNA binding domain-CYC1 upstream activation sequence interactions: recognition of a CGG trinucleotide and of an additional thymine 5 bp downstream by the zinc cluster and the N- terminal extremity of the protein**. *Nucleic Acids Res* 1997, **25:**3042-3050.

15. Gerber AP, Herschlag D, Brown PO: **Extensive association of functionally and cytotopically related mRNAs with Puf family RNA-binding proteins in yeast**. *PLoS Biol* 2004, **2:**E79.

16. Jacobs Anderson JS, Parker R: **Computational identification of cis-acting elements affecting post-transcriptional control of gene expression in *Saccharomyces cerevisiae***. *Nucleic Acids Res* 2000, **28:**1604-1617.

17. Bernstein BE, Tong JK, Schreiber SL: **Genomewide studies of histone deacetylase function in yeast**. *Proc Natl Acad Sci U S A* 2000, **97:**13708-13713.

18. Wang Y, Pierce M, Schneper L, Guldal CG, Zhang X, Tavazoie S, Broach JR: **Ras and gpa2 mediate one branch of a redundant glucose signaling pathway in yeast**. *PLoS Biol* 2004, **2:**E128.

19. Macisaac KD, Wang T, Gordon DB, Gifford DK, Stormo GD, Fraenkel E: **An improved map of conserved regulatory sites for Saccharomyces cerevisiae**. *BMC Bioinformatics* 2006, **7:**113.

20. Jang YK, Wang L, Sancar GB: **RPH1 and GIS1 are damage-responsive repressors of PHR1**. *Mol Cell Biol* 1999, **19:**7630-7638.

21. Martinez-Pastor MT, Marchler G, Schüller C, Marchler-Bauer A, Ruis H, Estruch F: **The *Saccharomyces cerevisiae* zinc finger proteins Msn2p and Msn4p are required for transcriptional induction through the stress response element (STRE)**. *EMBO J* 1996, **15:**2227-2235.

22. Kent NA, Eibert SM, Mellor J: **Cbf1p is required for chromatin remodeling at promoter-proximal CACGTG motifs in yeast**. *J Biol Chem* 2004, **279:**27116-27123.

23. Cohen BD, Sertil O, Abramova NE, Davies KJ, Lowry CV: **Induction and repression of *DAN1* and the family of anaerobic mannoprotein genes in *Saccharomyces cerevisiae* occurs through a complex array of regulatory sites**. *Nucleic Acids Res* 2001, **29:**799-808.

24. Vik A, Rine J: **Upc2p and Ecm22p, dual regulators of sterol biosynthesis in *Saccharomyces cerevisiae***. *Mol Cell Biol* 2001, **21:**6395-6405.

25. Pritsker M, Liu YC, Beer MA, Tavazoie S: **Whole-genome discovery of transcription factor binding sites by network-level conservation**. *Genome Res* 2004, **14:**99-108.

26. Puig S, Askeland E, Thiele DJ: **Coordinated remodeling of cellular metabolism during iron deficiency through targeted mRNA degradation**. *Cell* 2005, **120:**99-110.

27. Horak CE, Luscombe NM, Qian J, Bertone P, Piccirrillo S, Gerstein M, Snyder M: **Complex transcriptional circuitry at the G1/S transition in *Saccharomyces cerevisiae***. *Genes Dev* 2002, **16:**3017-3033.

28. Cliften P, Sudarsanam P, Desikan A, Fulton L, Fulton B, Majors J, Waterston R, Cohen BA, Johnston M: **Finding Functional Features in *Saccharomyces* Genomes by Phylogenetic Footprinting**. *Science* 2003, **301:**71-76.

# Supplementary material for: Comparison of the transcriptomic "stress response" evoked by antimycin A and oxygen deprivation in saccharomyces cerevisiae
**Source:** BMC Genomics. 2008 Dec 23;9:627. doi: 10.1186/1471-2164-9-627

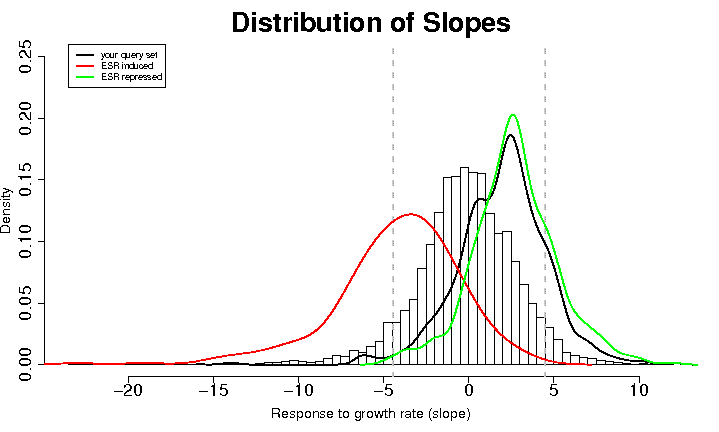
Additional file 7 – Figure 1

CN21 – 4: Transiently Repressed Genes

Additional file 7 – Figure 2

CN25 – 6: Chronically Repressed Genes

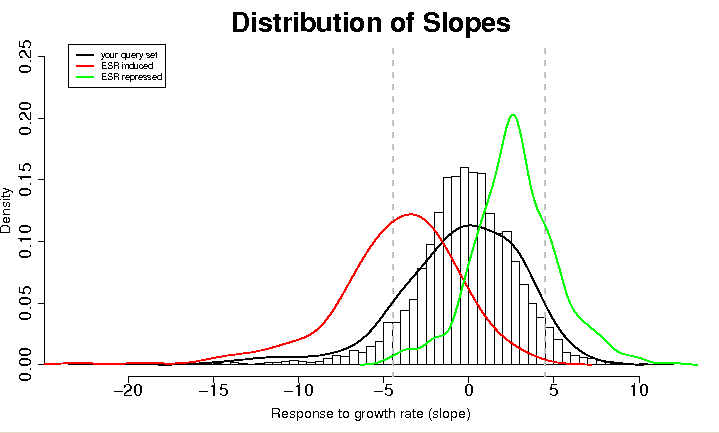

Additional file 7 – Figure 3

CN27 – 9: Transiently Induced Genes

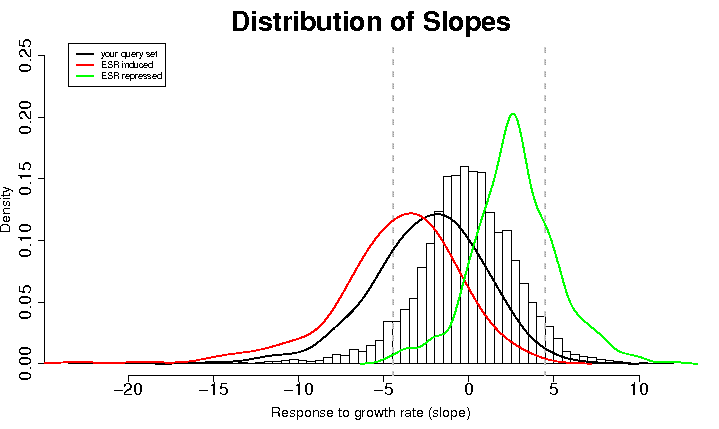
Additional file 7 – Figure 4

CN210 – 13: Chronically Induced Genes

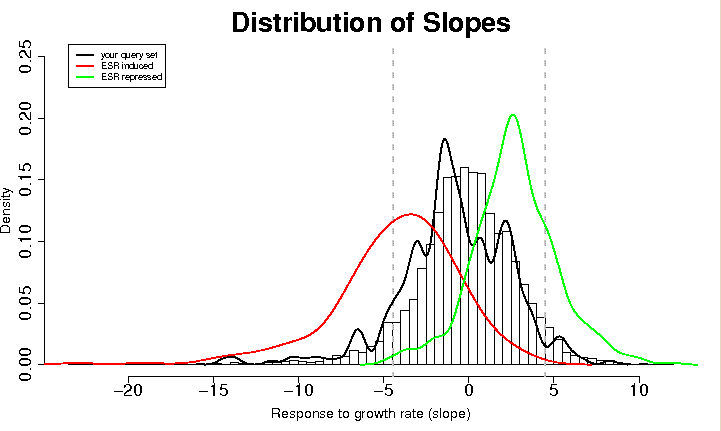

**Supplement:** Additional file 7 — Distribution of regression slopes for genes that were acutely repressed (Figure 1), chronically repressed (Figure 2), acutely induced (Figure 3), and chronically induced (Figure 4) in response to anaerobiosis. The graphs show the distribution of growth-rate slopes for specific gene clusters from the anaerobic dataset (black) in comparison to ESR-induced (red) and ESR-repressed genes (green). The graphs were generated using the online utility developed by Brauer et al. 2008 [9].

How the deposited data were processed for this re-analysis (not part of the article)

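RNA of *S. cerevisiae* JM43 in batch fermentors was measured on 227 two-color oligonucleotide arrays. The values used here cover anaerobiosis in galactose medium and in glucose medium, antimycin A treatment in air (1 μM), anaerobiosis in the presence of antimycin A, anaerobiosis of an msn2/4 mutant, and re-aeration in both media. The time points from 4 to 6 generations of anaerobiosis in galactose were used for the closing section. Most groups have 3 arrays, and 0.38 generations of anaerobiosis in glucose has 2.

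The authors normalized the spot intensities and deposited 1 value per ORF and array for 5609 ORFs, which was read as a log2 ratio of sample over reference. The base of the logarithm and the direction of the ratio are not stated in the labels. The base was inferred from the 4 series whose reference is a pool of all time points, of which 3 fit base 2 best, and the direction from the dyes. The direction was also checked on MSN2 (YMR037C), which was at −4.85 ± 0.62 in the msn2/4 mutant and at 0.19 ± 0.17 in the wild type (SD, n = 3). Each array has a mean near 0, so a shift of all transcripts together could not be seen. The reference RNA differs among series, so changes were computed only against the control of the same series.

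Linear models with 1 mean per time point were fitted in R 4.3.3 with limma 3.58.1, and each time point was compared with the control by limma's moderated statistic. The control was the group at 0 generations. For anaerobiosis in the presence of antimycin A it was 3 generations of antimycin A treatment in air, and for re-aeration it was 6 generations of anaerobiosis. At least 2 values were needed in each group compared. P-values were adjusted by Holm's method over the genes of a time point at 0.01. The SD given with a change is that of the arrays of the time point and leaves out the spread of the control arrays. Differences between series were tested as interaction terms, in which the references cancel. The acute phase was taken as the time points up to 0.25 generations.

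Lists of genes were tested with limma's camera, with a preset correlation between genes of 0.01, and with fry, both adjusted by the method of Benjamini and Hochberg at 0.05. Overlaps were tested with Fisher's exact test. Correlations across genes describe how alike 2 profiles are, and genes are not independent replicates. The 7 lists were written by hand, by gene symbol or symbol pattern, with the paper's cluster tables at hand and without array values. The cluster tables come from the paper. The copy of the tables holds 1751 genes for anaerobiosis, 901 for antimycin A treatment in air and 668 for anaerobiosis in the presence of antimycin A. Since the clusters were formed on these same arrays, their profiles are not independent of the calls, and neither are the tests of the lists.

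The models were tested on simulated data with the spread and the missing values of the arrays and 200 genes made to change. They recovered from 36% of these genes for the msn2/4 mutant to 75% for re-aeration in glucose, with 0 called in the wrong direction and 0 unchanged genes called by limma. Of 100 random lists camera called 3 and fry 5 at an unadjusted p under 0.05. The noise in these simulated data was independent between genes and arrays, with a single spread per gene over all time points. The random lists therefore do not test camera on co-regulated genes. Nor do these data test the calls where the spread differs between time points.

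Single genes were named by a rule with 4 parts. The first part is markers of the networks the paper discusses, chosen with its cluster tables at hand but without array values. The second is, for each treatment, the 2 genes with the largest rise and the 2 with the largest fall among called genes with every replicate on that side. The remaining parts are 15 regulators and 5 further retrograde genes, with values given for those called, and the genes ANB1, ACT1 and TDH3. TYE7 was chosen after its values were seen.

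The model, the lists, the rule for single genes and the alternatives for counts, shares, list medians and correlations were set before the data were examined. The alternatives concern multiple testing, a 2-fold minimum, array centring, quantile normalization, missing values, moderation, pooling of the spread, the control, the limit of the acute phase and the omission of each replicate. Growth measurements and promoter sequences were not analysed here.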

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

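The tests chosen only after the result was seen are the assignments of arrays for the 4 differences between series, the change of control and the correlation for anaerobiosis with antimycin A, the levels of the respiratory chain and DAN/TIR/PAU genes before the gas switch, quantile normalization for the DAN/TIR/PAU genes, for the trehalose and glycogen genes of the msn2/4 mutant and for the genes that differ between anaerobiosis and antimycin A in air, the MSN2 level and the speed of response in the mutant, and the simulated sets for 4 to 6 generations of anaerobiosis.

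With at most 3 arrays per group, no formal search within groups for a single array far from the others was made. The lowest replicate correlation, 0.457, was among the arrays at 3 generations of antimycin A in air, which are also the control of anaerobiosis with antimycin A. The 2 series of each difference between series tested here came from different cultures, so such a difference includes any difference between cultures, and no labels allow these to be separated.

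The change at 0.13 generations differed between anaerobiosis with and without antimycin A for 872 genes by an interaction term, which raised this result. Without replicate 2 it was 468 genes and without replicate 3 it was 462. For the ribosome biogenesis genes the difference, with minus without inhibitor, was 1.72 in median log2 change, a tested difference between the groups. For this and the other differences between series, the arrays were assigned to the 2 series by chance after each series had been centred on the middle of its control and its time point. This removes the difference between the references. Chance can be excluded here, since 1 of 100 assignments, the real one, gave as many genes. Assignments that exchange control and time point within each series had been tried first. They also add the responses of the 2 series. They gave as many genes in 1 of 100 for this comparison and that between media, and in 9 of 100 for the other 2. With the arrays at 0 generations of antimycin A in air as the control, which the Methods place before the inhibitor although their label names it, the ribosome biogenesis difference was 1.46, which argues against control arrays that carry the effect of the inhibitor as its whole source. After quantile normalization it was 1.40. The changes of all genes at 0.13 generations correlated at r = −0.0475 between the 2 series, where lower power alone would leave a positive correlation. That antimycin A had already brought about part of the early response stays open as a biological explanation.

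Respiratory chain genes were lower at 0.13 generations with than without antimycin A, with a difference of −1.02, and less low at 3 generations, with a difference of 0.77. Both were raised by tested differences between the groups. Their median change over 3 generations of antimycin A in air was −0.10, too small for a different level before the gas switch to account for the early difference. After quantile normalization the early difference was −0.69. An earlier fall of these genes when respiration is already blocked may be a biological effect, as a hypothesis found and tested on the same arrays.

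DAN/TIR/PAU genes rose more at 3 generations with antimycin A than without, by 1.74, which was raised by a tested difference between the groups. Their level had changed by −0.0682 over 3 generations of antimycin A in air, which argues against a different starting level. That value moved to 0.20 without replicate 4 and to −0.24 without replicate 2. Hybridization shared between the PAU paralogs is argued against as the whole source by the DAN and TIR genes, with a median difference of 1.04 in 6 genes, all higher. After quantile normalization the median difference per gene was −0.53, while the replicate medians were 3.36 ± 0.04 without and 3.63 ± 0.03 with inhibitor (SD, n = 3), so the sign depended on the summary. This method gives every array the same extremes, and these genes are at the extremes, so an effect of normalization cannot be told apart from a change in the transcripts. Signal near the background cannot be told apart either, because these genes were at percentiles 1.41, 8.03 and 0.661 on the control arrays (mean 3.37, raised by 1 array), against 0.624 to 0.784 without inhibitor, and spot intensities were not used here.

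The change at 0.13 generations differed between anaerobiosis and antimycin A in air for 179 genes by an interaction term, which raised this result. It was 115, 91 and 88 genes without replicates 1, 2 and 3. Chance can be excluded by assignments between the series (1 of 100), but not by those within them, which were tried first. After quantile normalization 112 of these genes were still past the threshold. The changes at 0.13 generations of anaerobiosis correlated best with those at 0.13 generations of antimycin A in air, but the lead over 0.08 generations (r = 0.777 against 0.761) was within the replicate SD of 0.021. At 0.04 generations 366 genes were called with antimycin A in air and 200 in anaerobiosis. An earlier onset with the inhibitor therefore cannot be told apart from a different response.

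The early change differed between galactose and glucose medium for 1217 genes, a tested difference between the groups. Without replicates 2 and 3 it was 618 and 653 genes. Chance can be excluded (1 of 100). The difference at 0.13 generations, glucose minus galactose, was −3.23 for the trehalose and glycogen genes and 2.12 for the ribosome biogenesis genes, both raised by tested differences. After quantile normalization the trehalose and glycogen difference was −2.76, so array normalization is argued against as its whole source. The carbon source stays open as the biological explanation.

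The change at 0.08 generations differed between the msn2/4 mutant and the wild type for 156 genes, a tested difference between the groups. Without replicates 1, 2 and 3 it was 63, 50 and 38 genes. Chance can be excluded by assignments between the series (1 of 100), but not by those within them. The rise of the trehalose and glycogen genes was smaller in the mutant by −0.76, lower for 14 of 17 genes, and the cytosolic ribosomal protein genes fell more, with a difference of −0.82, lower for 134 of 138 genes. Both were raised by tested differences. For the trehalose and glycogen genes the difference was −0.10 at 0.19 generations (adjusted p = 0.500, camera) and 0.49 at 2 generations (adjusted p = 0.0021, camera, and 0.034, fry), so it did not persist and later had the opposite sign. The highest MSN2 (YMR037C) value on the mutant arrays was −3.86, against a lowest value of −0.50 on 42 wild-type arrays, which argues against mislabelled mutant arrays. After quantile normalization the trehalose and glycogen difference was −0.94 and the ribosomal protein difference −0.50. The ribosome biogenesis genes at 0.04 generations were lower in the mutant by −0.73, the opposite of a slower response as a whole. Loss of MSN2 and MSN4 may account for the smaller rise of the trehalose and glycogen genes at 0.08 generations, as a hypothesis that leaves the later values unexplained.

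Data the paper did not analyse gave 369 genes that responded to anaerobiosis in the msn2/4 mutant, 1525 in re-aeration in galactose and 1178 in re-aeration in glucose, each above what chance assignment of the arrays gives (1 of 100). Without replicates 1, 2 and 3 re-aeration gave 661, 869 and 761 genes in galactose and 752, 616 and 728 in glucose. The changes at 7.6 generations of re-aeration in galactose and at 3 generations of anaerobiosis correlated across genes at r = −0.866, where time in the fermentor alone would not reverse the changes. The return of air stays open as the biological explanation.

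At 4 to 6 generations of anaerobiosis, data the paper did not analyse, 817 genes were called. Of these 94.9% had been called by 3 generations. Both calls use the same control arrays. In 20 simulated sets of 5609 genes in which every change began after 3 generations, at most 2.07% of the genes called late had been called by 3 generations, so shared control arrays do not account for this. It argues against a response that only begins later for the set as a whole. A continued response to the lack of oxygen stays open.

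The counts of genes responding to anaerobiosis, to antimycin A in air, to anaerobiosis with antimycin A and to anaerobiosis in glucose, and those within 0.25 generations of each, were also larger than under chance assignment of the arrays to time points (1 of 100 for each), so chance can be excluded.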

How the results depend on the processing

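The alternatives for single genes were chosen after the data were seen. Those for counts, times, shares, list medians, correlations and cluster medians were set earlier. Except where stated, the cause was not tested.

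Of 204 alternative values of 14 gene counts, 127 were within 1.5 times the count given and 77 were not. Of 320 values of 28 list results, 303 kept their direction and their side of the threshold, 5 were reversed, 9 no longer passed and 3 newly passed. All 34 values of the 2 shares kept the direction of the association and its side of the threshold in Fisher's exact test. Their size moved more. The share of 73.1% ranged from 45.1%, with fits to only the groups compared, to 82.1% and the share of 57.7% from 48.7% to 64.3%. Of 43 values for the time point with most newly responding genes, 41 stayed. For single genes 991 of 1100 values kept their direction and side, 101 no longer passed, 7 newly passed and 1 was reversed.

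With Benjamini-Hochberg adjustment the genes responding were 4067 for anaerobiosis, 3058 for antimycin A in air, 2655 for anaerobiosis with antimycin A, 3026 for anaerobiosis in glucose, and 3654 and 2782 for re-aeration in galactose and glucose. Those responding within 0.25 generations were 3482, 2978, 1142 and 1291 in the first 4 of these series. The interaction counts were 1980 with against without antimycin A, 342 for antimycin A in air, 2371 for glucose and 711 for the msn2/4 mutant. The time point with most newly responding genes in air moved to 0.04 generations.

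With a 2-fold minimum, which admits fewer genes, the counts were 1266 for anaerobiosis, 724 in glucose, and 774 and 730 in re-aeration. Within 0.25 generations they were 920 for anaerobiosis, 205 with antimycin A and 235 in glucose.

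Quantile normalization gave 767 genes for the difference between media and 84 for the msn2/4 mutant, and moved the peak of newly responding genes in air to 0.04 generations. In anaerobiosis with antimycin A the cytosolic ribosomal protein median at 0.13 generations was then 0.0848 (adjusted p = 0.055, camera) and the trehalose and glycogen median −0.10 (adjusted p = 0.158), neither past the threshold. PYC1 (YGL062W) was reversed at 0.25 generations of antimycin A in air, to −0.54. With only genes that have a value on every array, the G1/S median of 0.10 passed the threshold in anaerobiosis with antimycin A (adjusted p = 0.045, camera).

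Fits to only the groups compared use fewer samples. The counts were 634 for anaerobiosis, 466 for antimycin A in air, 159 with antimycin A, 440 in glucose, and 573 and 768 for re-aeration. Within 0.25 generations they were 410, 452, 35 and 107. The interaction counts were 168, 71, 444 and 37 in the order above.

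With the arrays at 0 generations of antimycin A in air as the control, 1506 genes responded to anaerobiosis with antimycin A, 601 of them within 0.25 generations. At 0.13 generations the G1/S median of 0.14 passed the threshold (adjusted p = 0.0077, camera). The ribosome biogenesis median was reversed to −0.17 (0.0050), the cytosolic ribosomal protein median to −0.22 (1.6e-06) and the trehalose and glycogen median to 0.31 (0.0013). These values include the change brought about by the inhibitor before the gas switch.

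The mean over genes in place of the median gave −1.22 and 1.14 for the transiently repressed and induced anaerobic clusters, −1.28 and 1.21 for the chronically repressed and induced ones, and 1.84 for the induced clusters of anaerobiosis with antimycin A.

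Leaving out each replicate in turn uses fewer samples. The counts of responding genes ranged from 1048 to 1559 for anaerobiosis, 652 to 1217 for antimycin A in air, 519 to 712 with antimycin A, 543 to 785 in glucose, 661 to 869 for re-aeration in galactose and 616 to 752 in glucose. Within 0.25 generations the ranges were 741 to 1150, 642 to 1182, 128 to 170 and 153 to 214. The interaction counts ranged from 462 to 721, 88 to 179, 618 to 884 and 38 to 63. The mitochondrial ribosomal protein median at 3 generations of antimycin A in air ranged from −0.35 to 0.0236, where it was reversed without replicate 2. The DAN/TIR/PAU median ranged from −0.24 to 0.20, where it was reversed without replicate 4. At 0.13 generations of anaerobiosis with antimycin A the ribosome biogenesis median ranged from 0.0511 to 0.23, the cytosolic ribosomal protein median from 0.0204 to 0.22 and the trehalose and glycogen median from −0.29 to −0.0798. Both correlations across genes stayed positive, from 0.738 to 0.785 and from 0.617 to 0.644.

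Replicate numbers are not stated to pair samples across time points. Residuals of arrays with the same number correlated at a mean r of 0.0843 in anaerobiosis, 0.167 in antimycin A in air and 0.0884 in anaerobiosis with antimycin A. For the comparison at 0.13 generations r was higher in the antimycin A series. It ranged from −0.01 to 0.13 in anaerobiosis and from 0.10 to 0.55 in air (3 pairs each), and from 0.39 to 0.42 in anaerobiosis with antimycin A (2 pairs). The highest mean r of any series was 0.218, in re-aeration in galactose, followed by 0.182 in the msn2/4 mutant. With the replicate block as a fixed term 2373, 1274 and 1003 genes responded in the 3 treatments of the paper, and with the replicate block as a random effect 2378, 1442 and 1084. With either term all 14 gene counts stayed within 1.5 times the count given.

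The DNA sequence needed to look for promoter motifs was not used here, so no motif test was run. With 3 arrays per group the number of arrays limits these results more than missing values do, and spot signal over background was not analysed here.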

Differences from the paper's values

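Of the tests in this part, quantile normalization for the DAN/TIR/PAU genes was chosen only after the result was seen.

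At 2 generations of anaerobiosis in the presence of antimycin A 175 genes were newly down-regulated, against the paper's about 110 in Fig. 1, read by eye. Of the alternatives set before the data were examined, 8 came within 1.5 times the paper's value. These are Holm adjustment over all genes and time points (118), a 2-fold minimum (105), arrays centred on their median (128), quantile normalization (124), genes with a value on every array (164), no moderation (163), and omission of replicate 1 (82) or 4 (120). The other 7 did not. These are Benjamini-Hochberg adjustment (504), fits to only the groups compared (15), the replicate number as a fixed (176) or random (183) term, the control at 0 generations of antimycin A in air (309), and omission of replicate 2 (69) or 3 (70).

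The paper describes the response of growth-related genes as wholly transient. The ribosome biogenesis genes had a median log2 change of −0.16 at 3 generations of anaerobiosis and the cytosolic ribosomal protein genes one of −0.14. At 3 generations of antimycin A in air these medians were −0.25 and −0.35. Camera's adjusted p was under 0.05 for each, with its preset correlation between genes. In air the replicate medians were −0.27 ± 0.16 and −0.39 ± 0.26 (SD, n = 3), on the arrays with the lowest replicate correlation. No fry test is given for these values, so whether the shift in air exceeds the replicate spread stays open. Limma called 1 of these genes at 3 generations of anaerobiosis and 0 at 3 generations of antimycin A in air.

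The paper describes the acute response to anaerobiosis as abolished by prior treatment with antimycin A. Within 0.25 generations 317 genes were called in that series, against 1753 without the inhibitor. They include 17 of 89 ribosome biogenesis genes and 7 of 17 trehalose and glycogen genes. At 0.08 generations the calls of these lists were 6 genes up-regulated and 6 down-regulated, opposite to anaerobiosis without the inhibitor, and at 0.13 generations limma called 0 genes of the 4 acute lists.

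The paper describes the chronic networks as unaffected by the inhibitor. At 3 generations the change with inhibitor minus the change without it was 0.77 for the respiratory chain genes and 1.74 for the DAN/TIR/PAU genes. After quantile normalization the median difference per gene for the DAN/TIR/PAU genes was −0.53, while the replicate medians were 3.36 ± 0.04 without and 3.63 ± 0.03 with inhibitor (SD, n = 3), so its sign depended on the summary. For the mitochondrial ribosomal protein genes it was 0.05 (adjusted p = 0.491, camera), so this list did not differ past the threshold. All 3 lists moved in the direction the paper gives in both series.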

Other observations

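The tests of NCE103 were chosen only after the result was seen.

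NCE103 (YNL036W) fell within 0.13 generations in each wild-type series whose gas was switched to nitrogen with carbon dioxide. Its log2 changes at 0.04, 0.08 and 0.13 generations were −1.54, −3.22 and −3.28 in anaerobiosis, −3.03, −4.50 and −4.72 with antimycin A, and −1.53, −3.64 and −4.35 in glucose. In the msn2/4 mutant it was −1.25 and −1.44 at 0.04 and 0.08 generations, below the control in 3 of 3 arrays each but not called. It was below the control mean on all 27 arrays of these time points in the 3 wild-type series. The gene was chosen for this fall, but the re-aeration arrays, which have their own control, had no part in that choice. At 6.03 generations it rose there by 2.17 ± 0.09 in galactose and by 2.25 ± 0.21 in glucose (SD, n = 3). It stayed above this control on every later re-aeration array in both media. These values argue against faulty spots as the whole source of the fall. In antimycin A treatment in air NCE103 changed by 0.40 at 0.08 generations, which argues against the loss of respiration as the source. At the last time point of re-aeration in galactose it was 2.56 above its level at 6 generations of anaerobiosis. The gas switch changed oxygen and carbon dioxide together, so carbon dioxide in the gas cannot be told apart from the lack of oxygen. After quantile normalization the fall at 0.04 generations was not past the threshold in anaerobiosis or in glucose.

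The genes called at 0.04 generations in all 3 of these series with the same direction were NCE103 and TYE7 (YOR344C). TYE7, chosen after its values were seen, rose by 0.88, 1.05 and 0.72, and by 0.89 in antimycin A treatment in air.

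The paper used separate fermentor experiments for alternate time points. Of 18 time points 0 correlated better across genes with the time points 2 steps away than with their neighbours. Neighbours are also closer in time, so this argues only against a run effect larger than the change over time. A smaller effect of separate fermentor runs could not be seen in this way.

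The mitochondrial ribosomal protein genes rose in antimycin A treatment in air, with replicate medians of 0.47 ± 0.12 at 0.13 generations (SD, n = 3). In the msn2/4 mutant at 0.19 generations the G1/S genes were lower than in the wild type by −1.09 and the mitochondrial ribosomal protein genes by −0.76. No explanation was tested for these values.

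ANB1 (YJR047C) changed by −1.70 at 0.19 generations of anaerobiosis (adjusted p = 9.0e-06, limma) and by 0.96 at 3 generations (adjusted p = 0.140). ACT1 (YFL039C) changed by 0.58 at 0.13 generations of anaerobiosis (adjusted p = 0.0078, limma) and by 1.00 at 0.25 generations of antimycin A in air (adjusted p = 0.0073), and passed the threshold in neither after quantile normalization.

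NRG1 (YDR043C) changed by −1.19 at 0.04 generations of anaerobiosis (SE 0.10, adjusted p = 9.0e-09, limma), lower in 3 of 3 replicates, and was not called with the 2 antimycin A treatments. TDH3 (YGR192C) was called in neither anaerobiosis nor antimycin A in air, with −0.09 and 0.16 at 0.13 generations.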
